# A gene expression signature in developing Purkinje cells predicts autism and intellectual disability co-morbidity status

**DOI:** 10.1038/s41598-018-37284-1

**Published:** 2019-01-24

**Authors:** Harry Clifford, Anna Dulneva, Chris P. Ponting, Wilfried Haerty, Esther B. E. Becker

## Abstract

Autism spectrum disorder (ASD) is a complex neurodevelopmental disease whose underpinning molecular mechanisms and neural substrates are subject to intense scrutiny. Interestingly, the cerebellum has emerged as one of the key brain regions affected in ASD. However, the genetic and molecular mechanisms that link the cerebellum to ASD, particularly during development, remain poorly understood. To gain insight into the genetic and molecular mechanisms that might link the cerebellum to ASD, we analysed the transcriptome dynamics of a developing cell population highly enriched for Purkinje cells of the mouse cerebellum across multiple timepoints. We identified a single cluster of genes whose expression is positively correlated with development and which is enriched for genes associated with ASD. This ASD-associated gene cluster was specific to developing Purkinje cells and not detected in the mouse neocortex during the same developmental period, in which we identified a distinct temporally regulated ASD gene module. Furthermore, the composition of ASD risk genes within the two distinct clusters was significantly different in their association with intellectual disability (ID), consistent with the existence of genetically and spatiotemporally distinct endophenotypes of ASD. Together, our findings define a specific cluster of ASD genes that is enriched in developing PCs and predicts co-morbidity status.

## Introduction

Autism spectrum disorder (ASD) is a highly prevalent, complex group of neurodevelopmental diseases defined by deficits in social cognition and communication as well as restricted interests and repetitive behaviours. Beyond these core features, ASD is often associated with variable co-morbid conditions including a low nonverbal intelligence quotient, motor deficits and epilepsy^1^. ASD is highly heritable, and recent advances in genomic technology have led to the identification of several hundred genetic variants associated with ASD^1^. This considerable genetic heterogeneity of ASD combined with its broad clinical phenotype present a major challenge to our understanding of the underlying disease pathophysiology. The primary molecular mechanisms and also the neural substrates that cause ASD remain largely to be elucidated.

Interestingly, the cerebellum has emerged as one of the key brain regions affected in autism^2,3^. Imaging meta-analysis has revealed a significant reduction of distinct grey matter areas in the cerebellum in ASD^4^, whose degree predicts the severity of core autism symptoms^5^. In particular, Purkinje cells (PCs), which constitute the sole output neurons of the cerebellar cortex, are reduced in number and density in ASD^1,6^. Moreover, a critical role for PCs in autism has been demonstrated in PC-specific conditional mouse models lacking the ASD-associated genes *Tsc1*, *Tsc2* and *Shank2*^7–9^. Together, these and other findings suggest that PC dysfunction during a critical developmental period may contribute to ASD^3,10^. Remarkably, developmental injury to the human cerebellum constitutes the largest single non-heritable risk of developing ASD^3^. However, our understanding of the genetic and molecular mechanisms that underpin developmental PC dysfunction and might trigger ASD remains poor.

To gain a better understanding of the genes expressed during PC development and their potential association with ASD, we profiled the transcriptome of developing mouse PCs by deep sequencing across multiple developmental time points. We identified a single cluster of genes whose expression is positively regulated over PC development and that is enriched for genes associated with ASD. This ASD-associated gene cluster was specific to developing PCs and was not associated with the mouse neocortex during the same developmental period, in which we identified a second temporally regulated ASD gene module. Strikingly, we recognized a significant difference in the composition of the ASD risk genes underlying the clusters in the two brain regions that relates to their association with intellectual disability (ID).

## Results

Increasing evidence points to a role for PC dysfunction during a critical developmental period in the causation of ASD^3,10^. The human cerebellum develops over a protracted period of time, ranging from 4 weeks of gestational age until 20 months of postnatal age^11,12^. The third trimester of pregnancy is characterized by a highly dynamic period for cerebellar development^13^, during which time the cerebellum is extremely vulnerable to insults that are strongly associated with autism^3,14^.

We set out to survey the intrinsic genetic program that drives PC development over this highly sensitive and critical period and to correlate this with the expression of ASD genes. To do so, we analyzed PC transcriptome dynamics in the developing mouse cerebellum during the first three postnatal weeks, a key developmental period that is equivalent to the third trimester in human cerebellar development^15^. PCs undergo extensive developmental changes during this period, including elaborate dendritic outgrowth and synaptogenesis (Fig. 1A)^16,17^.

**Figure 1:**
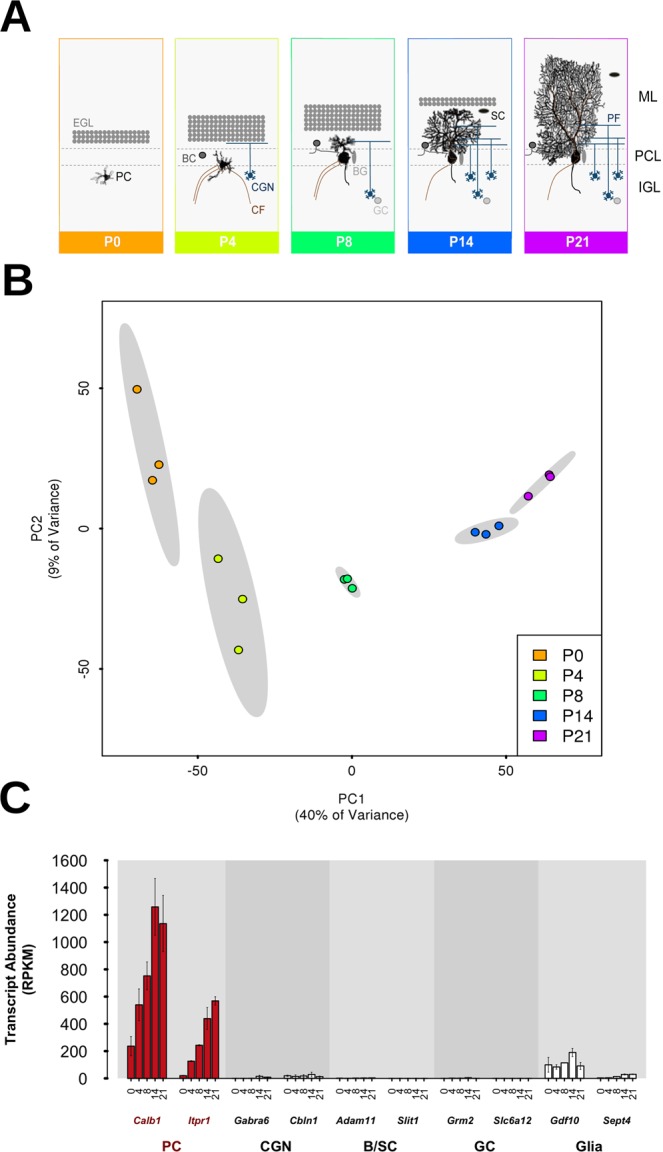
Gene expression data cluster according to developmental time point and confirm successful Purkinje cell (PC) capture. (**A**) Schematic diagram of mouse PC development from postnatal day 0 (P0) until P21. This developmental period is characterized by extensive morphological changes and the formation of synaptic connections with climbing fibers (CF), Basket cells (BC) and parallel fibers (PF) of cerebellar granule neurons (CGN). BG: Bergmann glia; EGL: external granular layer; GC: Golgi cells; IGL: internal granular layer; ML: molecular layer; PCL: Purkinje cell layer; SC: Stellate cells. (**B**) PCs were effectively captured at independent developmental stages. Scatter plot of the first two principal components (PC1/2) for all samples, displaying significant groupings according to postnatal day. 95% confidence ellipses for these groups are shaded in grey, displaying full separation. (**C**) Predominant capture of PC-specific transcripts. Gene expression data (RPKM values) across developmental time points (X-axis) for two cell-specific markers for each cell-type. CGN: cerebellar granule neurons; B/SC: basket/stellate cells; GC: Golgi cells; BG: Bergmann glia. See also Supplementary Fig. S1.

PCs constitute considerably less than 1% of the total cerebellar cell population^18^. To identify PC-specific transcriptome dynamics that might otherwise be masked using a whole tissue approach, we employed laser capture microdissection to isolate individual PCs. Deep sequencing was performed on RNA isolated from 1000 PCs at five developmental time points (postnatal days P0, P4, P8, P14 and P21) in triplicate. 

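Laser capture microdissection cuts chosen cells out of a tissue section under a microscope. The 15 samples are laser-captured mouse PCs at P0, P4, P8, P14 and P21, with 3 biological replicates at each time point. The paper's methods give 1000 PC soma per sample for P4 to P21, and clusters of PCs from 6 parasagittal sections for P0. The authors trimmed the reads, aligned them to GRCm38/mm10 with GSNAP, retained the uniquely mapping reads and counted them with HTSeq in its intersection-strict mode, in which a read counts for a gene only if it lies fully within the annotated feature. The deposited values are whole-number counts per Ensembl gene without normalization, with 1 library per sample. Total counts on genes ranged from 4408128 to 4687163 at P0 (median 4487339), from 3805726 to 7814951 at P4 (median 5383478) and from 4713145 to 5345170 at P8 (median 5112902). They ranged from 5479656 to 5929255 at P14 (median 5569339) and from 3409371 to 7005555 at P21 (median 5555672). The paper also gives its depth as sequenced read pairs, on average 60575858 per sample in its Supplementary Table S2 (range 38248771 to 99922771), whereas the values reported here use the counts on genes. Within time points, counts differed between replicates by far more than sampling noise, with a chi-square statistic per gene between 19.3 and 59.5 where sampling noise alone would give about 1, so each sample was treated as a separate library. From these counts, the trend of each gene with postnatal day was tested with edgeR's quasi-likelihood F test after TMM normalization, with the day as a number, for the 14293 genes that passed edgeR's filter on low counts. CPM values are counts scaled to a common library size with TMM normalization. The slope is the change in log2 expression per postnatal day, and p-values were adjusted by the Benjamini-Hochberg method. Entering the day as a number favours genes that change steadily over genes that peak between P0 and P21. Because only uniquely mapping reads were retained, genes with near-identical copies are counted low. Gene positions are those of the GENCODE M21 annotation of GRCm38, which holds 36723 of the gene identifiers in the files. Replicate numbers were taken from the sample labels. Same-numbered samples did not deviate together from their time point means (mean r = -0.0032 for paired numbers against 0.0016 for different numbers, exact permutation test over 1296 renumberings, p = 0.792), and the replicate number was also entered as a block, with results given for the main counts and for some of the genes named.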

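Principal components were computed from DESeq2's variance-stabilized values of the 20928 genes with a count in any sample, centred and scaled per gene. Principal component 1 held 22.0% of the variance and principal component 2 held 9.07%. Scores on principal component 1 were -89.4 ± 6.12 (SD, n = 3) at P0, -51.2 ± 5.80 at P4, -3.71 ± 2.40 at P8, 59.8 ± 4.57 at P14 and 84.6 ± 5.58 at P21, and each step between neighbouring time points exceeded the SDs on either side of it. Across the 15 samples, these scores correlated with postnatal day (Pearson r = 0.979, Spearman rho = 0.982, permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and adjusted p = 4e-05 over the 4 components tested). Without the 2 samples farthest from the median day, r was 0.977. Scores on principal component 2 were not linearly related to day (r = 0.0828, permutation p = 0.769, adjusted p = 0.985, rho = 0.0982, p = 0.737, and r = -0.112 without the 2 samples farthest from the median day), but they differed between time points, with 54.6 ± 37.2 at P0, -51.4 ± 28.9 at P4, -30.6 ± 5.27 at P8, -0.454 ± 1.93 at P14 and 27.9 ± 3.14 at P21. A permutation test of the distances between samples gave a pseudo-F, the ratio of the distances between and within time points, of 1.84 on the same values (p = 1e-05). Leaving out each sample in turn gave a pseudo-F between 1.72 and 1.85, and leaving the genes unscaled moved it most, to 3.34. For 9 of the 15 samples, the nearest other sample over all genes was from the same time point. Supplementary Table S2 lists every sample on the same 6 sequencing lanes, so the lanes do not separate the time points, and no other batch is named in the sample labels or the paper's text.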

Importantly, time points were separated in a principal component analysis (PCA) (Fig. 1B), demonstrating that PCs were effectively captured at independent developmental stages.

We next confirmed that PCs were isolated successfully and contributed the majority of the captured RNA. To do so, we compared the transcript abundance (RPKM values) of genes considered to be markers of PCs or other cerebellar cell populations, including cerebellar granule neurons, Basket and Stellate cells, Golgi cells and glia. The captured cells showed very high enrichment for PCs, with the PC-specific markers *Calb1* and *Itpr1* displaying strong expression that increased over postnatal development (Fig. 1C; Supplementary Fig. S1B). 

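*Calb1* (ENSMUSG00000028222) lies on chromosome 4 of GRCm38 from 15881264 to 15908064 and encodes the calcium-binding protein calbindin. Its RPKM, computed from the counts, the summed exon length and the total counts on genes, was 275 ± 82.6 (SD, n = 3) at P0, 629 ± 135 at P4, 876 ± 119 at P8, 1465 ± 243 at P14 and 1322 ± 240 at P21. The rise to P14 exceeded the spread between replicates, whereas P14 and P21 differed by less than their SDs. Its slope was 0.12 log2 units per day (standard error 0.018, adjusted p = 4.21e-05 from edgeR's quasi-likelihood test). With the replicate number as a block, the slope was 0.12 (adjusted p = 1.51e-04 from edgeR), and with each sample left out in turn it stayed between 0.11 and 0.14. *Itpr1* (ENSMUSG00000030102), on chromosome 6 from 108213096 to 108551109, encodes an inositol trisphosphate receptor. RPKM values of *Itpr1* were 10.8 ± 1.47 at P0, 67.4 ± 2.35 at P4, 129.7 ± 2.26 at P8, 234 ± 43.3 at P14 and 304 ± 16.3 at P21, so that every step was larger than the SDs of its time points. The slope of *Itpr1* was 0.21 log2 units per day (standard error 0.028, adjusted p = 1.74e-05 from edgeR, or 7.30e-05 with the replicate block). Without the P0 time point, which moved both genes most, the slopes were 0.085 for *Calb1* and 0.14 for *Itpr1*.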

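Among the markers of cerebellar granule neurons, *Gabra6* had a mean RPKM of 0.0286 at P0, 0.106 at P4 and 1.78 at P8, and then 38.8 ± 19.7 (SD, n = 3) at P14 and 22.4 ± 6.35 at P21. Its slope was 0.54 log2 units per day (standard error 0.094, adjusted p = 2.38e-04 from edgeR, and 7.21e-04 with the replicate block). *Cbln1* had a mean RPKM between 16.9 at P21 and 37.9 at P14, without a trend (slope 0.018, standard error 0.033, adjusted p = 0.748 from edgeR). For the Basket and Stellate cell markers, the mean RPKM of *Adam11* lay between 3.00 at P4 and 9.71 at P21 (slope 0.079, adjusted p = 0.102 from edgeR), and that of *Slit1* was at most 0.192, with no count in any sample from P8 on. For the Golgi cell markers, *Grm2* reached a mean RPKM of 3.36 ± 1.12 at P14 and *Slc6a12* one of 0.316 ± 0.547 at P4. The highest mean RPKM among these 6 genes was below the lowest of *Calb1*, 275 at P0. At P0, however, *Cbln1* had a mean RPKM of 25.1 ± 6.73, above the 10.8 ± 1.47 of the PC marker *Itpr1*. This order rests on the summed exon lengths, 3037 bases for *Cbln1* and 18319 for *Itpr1*. In CPM at P0, without regard to length, *Itpr1* was higher (179 ± 22.3 against 68.8 ± 17.6).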

Markers for other cerebellar cell types demonstrated little-to-no expression. We nevertheless identified minor expression of a glial cell marker (*Gdf10*), suggesting a potential contamination by this cell type, likely due to the intimate physical association of Bergmann glia with PCs^19^. 

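*Gdf10* (ENSMUSG00000021943, chromosome 14 of GRCm38 from 33923587 to 33937983), which encodes a secreted growth factor, had an RPKM of 47.8 ± 25.9 (SD, n = 3) at P0, 40.2 ± 7.87 at P4, 54.9 ± 0.716 at P8, 91.4 ± 14.5 at P14 and 43.9 ± 12.3 at P21. It showed no steady trend with day (slope 0.037 log2 units per day, standard error 0.020, adjusted p = 0.183 from edgeR, and 0.187 with the replicate block). P14 stood above P8 and P21 by more than the SDs. *Sept4* (ENSMUSG00000020486, chromosome 11 from 87568903 to 87590539), the other glial marker of Fig. 1C, rose from an RPKM of 23.2 ± 9.23 at P0 and 28.0 ± 9.04 at P4 to 84.5 ± 14.1 at P8, 179 ± 24.8 at P14 and 186 ± 15.9 at P21. Its slope was 0.18 (standard error 0.020, adjusted p = 2.12e-06 from edgeR, and 1.14e-05 with the replicate block). The mean RPKM of *Gdf10* was 17.4% of that of *Calb1* at P0, 6.39% at P4, 6.27% at P8, 6.24% at P14 and 3.32% at P21.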

Together, these results demonstrate the successful isolation of a highly enriched population of PCs and the capture of gene expression in PCs across all time points.

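Sums over several markers give a similar comparison, although a single gene made up most of some sums. The 6 PC markers *Calb1*, *Itpr1*, *Pcp2*, *Pcp4*, *Car8* and *Ppp1r17* together reached 5401 ± 744 CPM (SD, n = 3) at P0, 13135 ± 3547 at P4, 18946 ± 1332 at P8, 34039 ± 2845 at P14 and 42694 ± 5031 at P21. The largest other set was that of the 8 glial markers, which are named with the discussion of glial cells. The glial markers summed to between 2175 ± 318 CPM at P0 and 6019 ± 385 at P14. As a share of the PC marker sum, they stood at 40.3% at P0 and 10.3% at P21. The 2 granule neuron markers *Gabra6* and *Cbln1* summed to between 53.8 ± 43.6 CPM at P4 and 225 ± 122 at P14. Vascular markers (*Cldn5*, *Pecam1* and *Flt1*) summed to between 23.5 ± 10.0 at P21 and 76.7 ± 44.4 at P0, and microglial markers (*Cx3cr1*, *Csf1r*, *C1qa* and *P2ry12*) to between 3.44 ± 4.05 at P0 and 20.1 ± 2.98 at P8. The 5 oligodendrocyte markers *Mbp*, *Mog*, *Mag*, *Mobp* and *Cnp* rose from 22.6 ± 11.7 at P0 to 567 ± 245 at P21, between 0.418% (P0) and 1.39% (P8) of the PC marker sum. At P0, *Slc1a3* alone held 1454 of the 2175 CPM of the glial markers, and *Cbln1* 68.78 of the 68.84 CPM of the granule neuron markers. At P8, *Cnp* held 217 of the 263 CPM of the oligodendrocyte markers.

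**Figure D1:**
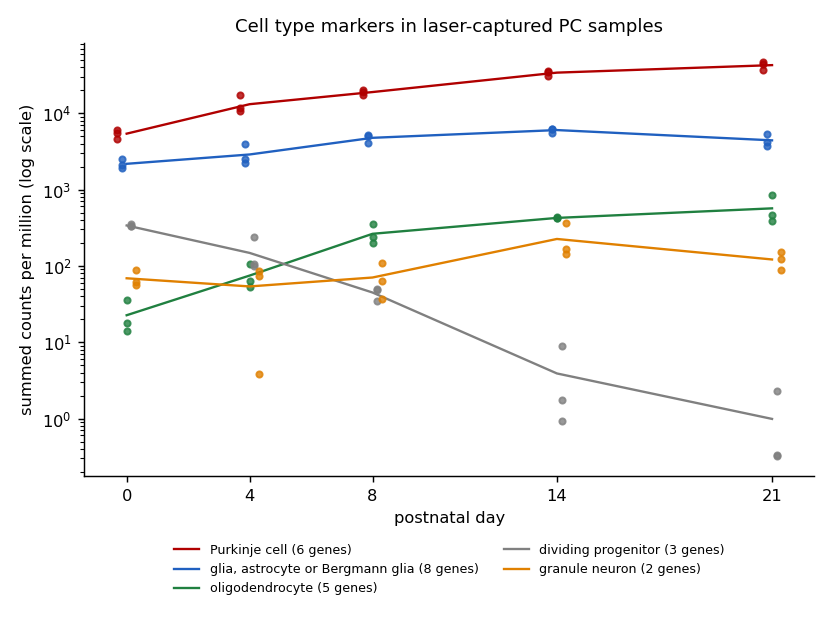
Summed CPM of marker genes (log scale) by postnatal day. Points are the 15 samples and lines join the means of the 3 replicates at each time point for the PC (6 genes), glial (8), oligodendrocyte (5), dividing-cell (3) and granule neuron (2) markers; the PC markers rise from a mean of 5401 to 42694 and lie highest at every time point, while the dividing-cell markers fall from 339 to 0.989.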

We next investigated gene expression patterning across development using weighted gene co-expression network analysis (WGCNA)^20^. 

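WGCNA groups genes by the similarity of their expression profiles, and the eigengene of a module is the first principal component of its genes. Eigengenes of the 17 modules were computed from DESeq2's variance-stabilized values and the module assignments readable in Supplementary Table S7. For the blue and the aquamarine module, 1999 assigned genes each were used. The correlations of the 17 eigengenes with postnatal day across the 15 samples were adjusted together. The aquamarine eigengene had r = 0.980 and the blue eigengene r = -0.955 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and adjusted p = 8.5e-05). Of the other 15 modules, only darkturquoise passed an adjusted p of 0.05 for both coefficients, with r = 0.513 (permutation p = 0.00257, adjusted p = 0.0146), rho = 0.655 (adjusted p = 0.0442) and r = 0.719 without the 2 samples farthest from the median day. That repeat kept P21 replicate 3, whose eigengene value was 0.948 while the size of every other was at most 0.149. Without that sample, a repeat chosen after seeing the data, r was 0.590. The eigengene of this module thus mostly describes a single sample, and it came from 27 readable genes of 368. Dodgerblue had rho = 0.720 (adjusted p = 0.0208) but r = 0.284 (permutation p = 0.37, adjusted p = 0.546), on 18 readable genes. Its eigengene value was 0.941 in P14 replicate 3, while the size of every other was at most 0.136. Of these 15 modules, all but lightgoldenrod had 1 sample with a value between 0.91 and 0.96, so their eigengenes too mostly describe a single sample.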

We defined 17 gene clusters (Supplementary Fig. S2) and then investigated each of these modules for both functional terms and disease-associated gene enrichment. Only two clusters (the aquamarine and the blue module) yielded significant functional annotation enrichments (Fig. 2A). 

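The WGCNA_neg_ eigengene, from the 1999 readable genes of the blue module, held 33.3% of these genes' variance. It correlated negatively with postnatal day across the 15 samples (r = -0.955, rho = -0.982, permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and adjusted p = 8.5e-05 over 17 modules). Without the 2 samples farthest from the median day, r was -0.942. With each sample left out in turn, the WGCNAneg eigengene correlation with day stayed between -0.981 and -0.945, and it was weakest, at -0.929, when the module was restricted to its genes with a module membership above 0.8. By edgeR's quasi-likelihood test, 702 of the 1999 genes fell with postnatal day at an adjusted p below 0.05 and 0 rose, also 0 at an unadjusted p below 0.05. The module membership above 0.8 was given for 293 of the 1999 genes. Module membership recomputed here as the correlation with the eigengene exceeded 0.8 for 372 genes, 185 of them shared with the table, and across genes, which are not independent replicates, it correlated with the tabulated values at r = 0.800.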

The first cluster (WGCNA_neg_) contained 5,052 genes (680 with module membership >0.8) that were negatively correlated with PC maturation, and was significantly enriched for genes involved in RNA processing (Supplementary Fig. S3). The second cluster (WGCNA_pos_) was composed of 4,226 genes (1,084 with module membership >0.8) whose expression positively correlates with PC maturation. This cluster was significantly enriched in terms associated with neuronal development. 

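The WGCNA_pos_ eigengene, from the 1999 readable genes of the aquamarine module, held 46.7% of these genes' variance. Its correlation with postnatal day across the 15 samples was r = 0.980 and rho = 0.982 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and adjusted p = 8.5e-05 over 17 modules). It remained at r = 0.978 without the 2 samples farthest from the median day, and the WGCNApos eigengene correlation with day lay between 0.978 and 0.985 with each sample left out in turn. At an adjusted p below 0.05 from edgeR's quasi-likelihood test, 922 of the 1999 genes rose with postnatal day and 0 fell, also 0 at an unadjusted p below 0.05. A module membership above 0.8 was given for 582 of these genes. The recomputed correlation with the eigengene exceeded 0.8 for 586 genes, 508 of them the same, and its correlation with the tabulated membership across genes was r = 0.942.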

Specifically, WGCNA_pos_ was enriched in genes whose disruption leads to long-term potentiation phenotypes, and abnormal nervous system electrophysiology and PC morphology (Supplementary Fig. S3). These findings are consistent with an enrichment of genes critical for postnatal PC development. Interestingly, abnormal PC development and early PC dysfunction are emerging mechanisms underlying many cerebellar ataxias^21,22^. Our data support this as we found a strong enrichment for the KEGG ataxia pathway in the WGCNA_pos_ gene cluster (Supplementary Fig. S3). Overall, these results confirm ontologies and pathways expected in PC development and suggest that we can exploit these data to explore the genetic correlates of ASD in developing PCs.

**Figure 2:**
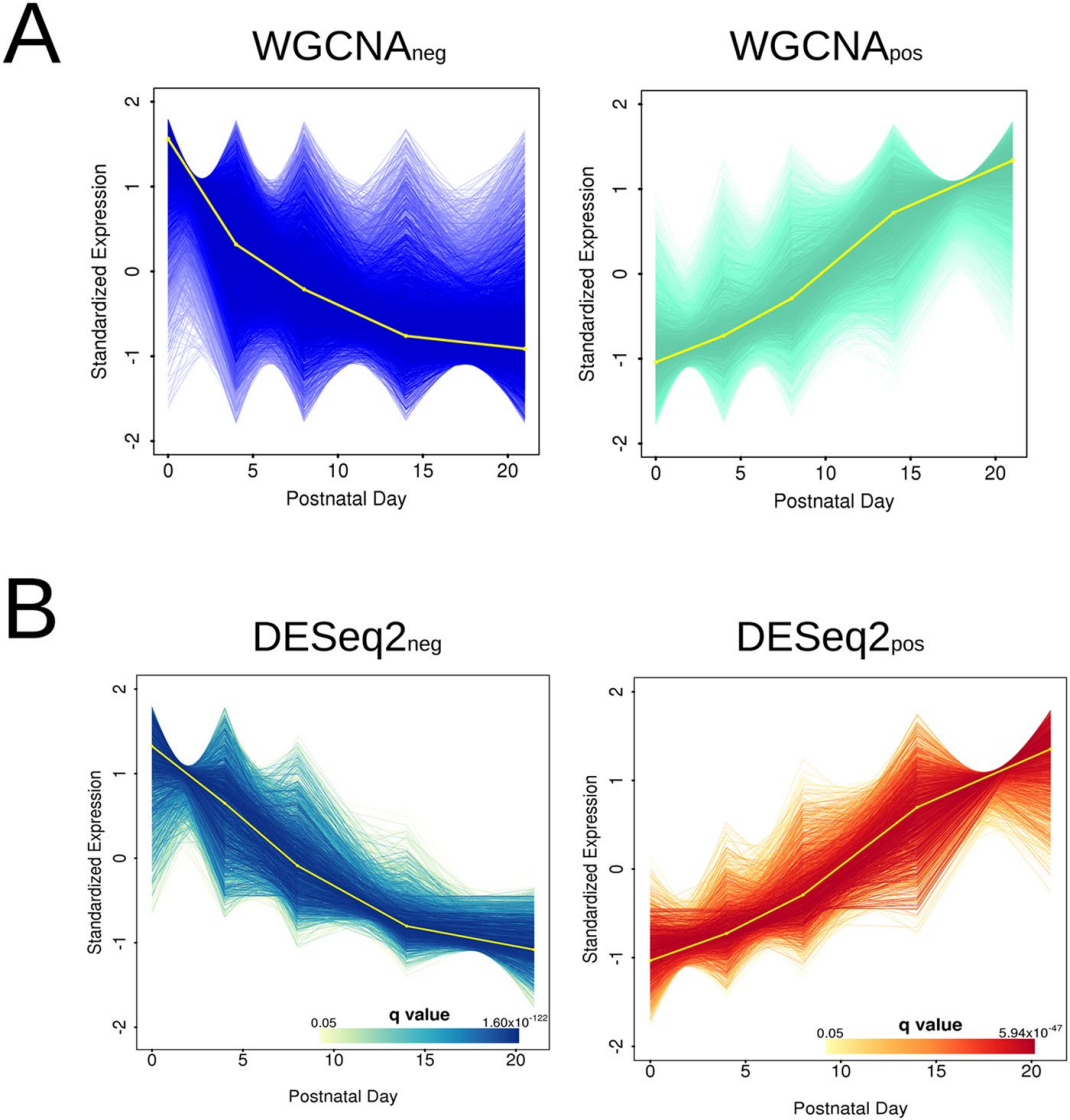
Co-expression network analysis reveals temporal gene clusters that are correlated with PC development. (**A**) Genes assigned to the two WGCNA modules with statistically significant functional annotations (q < 0.05), expressing patterns of negative (WGCNA_neg_) and positive (WGCNA_pos_) fold-change over time, respectively. WGCNA_neg_ is significantly enriched for ontology terms associated with RNA processing, while WGCNA_pos_ is significantly enriched for ontology terms associated with neuron formation and neurological disorders. See also Supplementary Figs S2 and S3. Expression values are normalized and standardized to a mean of zero and standard deviation of 1. The eigengene of the cluster is displayed in yellow. (**B**) Statistically significant differentially expressed genes over time, separated in clusters of negative (DESeq 2_neg_) and positive (DESeq 2_pos_) fold-change, respectively. The DESeq 2 clusters show strong intersection with those identified by WGCNA and provide robustness for downstream analyses. Both WGCNA and DESeq 2 clusters contained similarly enriched ontology terms. See also Supplementary Fige S4 and Supplementary Table S3. Each gene within the module is plotted as a line of increasing colour intensity with decreasing q value, as displayed in the colour scale. Expression values are normalized and standardized to a mean of zero and standard deviation of 1. The eigengene of the cluster is displayed in yellow.

As the relatively low number of replicates per time point may affect the robustness of WGCNA clusters, we performed the same analyses using DESeq 2^23^ on genes that were identified as being significantly differentially expressed across time and correlated with PC maturation. 

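Of the 14293 genes tested with edgeR's quasi-likelihood F test, 2021 (14.1%) fell with postnatal day and 1729 (12.1%) rose, at a Benjamini-Hochberg adjusted p below 0.05. The median slope was -0.11 log2 units per day among the falling genes and 0.097 among the rising genes. With the replicate number as a block, 1911 genes fell and 1723 rose, and 1847 and 1638 of these were called without the block too. The pairing of samples by number was taken from the labels, and same-numbered samples did not deviate together (mean r = -0.0032). DESeq2's likelihood ratio test of the day, the test named in the paper's methods, called 2442 falling and 1993 rising genes. It shared 1955 of the falling and 1715 of the rising genes with edgeR, and no gene was called in opposite directions. Of the alternatives, limma-voom moved the rising genes most, to 2238, and log2(day + 1) in place of the day moved the falling genes most, to 1476. With each sample left out in turn, between 1800 and 2161 genes fell and between 1570 and 1814 rose, and 1402 falling and 1308 rising genes were called in all of these fits. The largest rising slopes under the rule for named genes were those of *Prl2c3* (0.62), *Gm14033* (0.58), *Th* (0.55), *Clic6* (0.55) and *Mobp* (0.55), and the largest falling slopes those of *Fgf15* (-0.74), *Adgrg2* (-0.65), *Gm26793* (-0.64), *Lncenc1* (-0.63) and *Peg12* (-0.60). *Prl2c3* belongs to a family of near-identical genes and *Gm26793* overlaps *Fgf15* (chromosome 7, 144894560 to 144897461 against 144896531 to 144900953), so the values of both are uncertain. *Lncenc1* was higher at P4 (17.9 ± 11.0 CPM, SD, n = 3) than at P0 (3.17 ± 2.25), so it did not fall steadily. *Adgrg2* differed widely between replicates at P0 (12.6 ± 15.1 CPM), and *Mobp* is one of the oligodendrocyte markers.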

We identified 2,511 and 1,917 significantly differentially expressed genes across time that were negatively (DESeq 2_neg_) and positively correlated (DESeq 2_pos_) with PC maturation, respectively (Supplementary Fig. S4). 

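Of the 293 readable WGCNA_neg_ genes with a module membership above 0.8, 246 (84.0%, 95% Wilson interval 79.3 to 87.7) were among the genes that fell with postnatal day by edgeR's quasi-likelihood test. The number was 233 (79.5%) with the replicate block, and with DESeq2's likelihood ratio test 262 (89.4%). Of the 582 readable WGCNA_pos_ genes with a module membership above 0.8, 576 (99.0%, 95% Wilson interval 97.8 to 99.5) rose with postnatal day. With the replicate block 573 (98.5%) rose, and 576 (99.0%) with DESeq2's test. None of these genes was called in the opposite direction. Without the P0 time point, the shares were 55.6% for WGCNA_neg_ and 92.3% for WGCNA_pos_. The genes of both clusters were defined on the same 15 samples in which they were tested here.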

The WGCNA and DESeq 2 approaches were largely concordant: 82.5% and 97.0% of the genes within the negatively and positively regulated WGCNA clusters (module membership >0.8) were also found within the two DESeq 2 clusters, and gene set enrichments were similar (Supplementary Figs S3 and S4). We will refer to the positively correlated gene clusters WGCNA_pos_ and DESeq 2_pos_ as “PC development clusters”.

Given the association of the cerebellum with various neurological diseases including ataxia but also cognitive disorders such as ASD^24^, we next investigated whether genes associated with these disorders were enriched in any of the identified gene clusters. 

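Of the 57 human ataxia candidates in Supplementary Table S1, 56 were among the 12858 protein-coding genes tested, of which 1672 rose with postnatal day. Of these candidates, 19 rose against 7.28 expected, a 2.61-fold enrichment (one-sided Fisher's exact test, p = 4.71e-05). Under the replicate block, 20 rose (2.76-fold, Fisher's exact test, p = 1.17e-05). Of the 21 genes from mouse models, 20 were tested and 13 rose against 2.60 expected, a 5.00-fold enrichment (p = 9.27e-08 by the same Fisher's test, and 5.02-fold with the replicate block). Among falling genes, 4 human and 2 mouse candidates were found against 7.85 and 2.80 expected. Random lists matched on mean expression and gene length held 10.4 ± 2.68 rising genes (SD over 10000 lists) for the human list and 5.97 ± 1.91 for the mouse list. Of these lists, 19 held as many rising genes as the human list (one-sided permutation p = 0.002, 1.82-fold) and 3 as many as the mouse list (permutation p = 4e-04, 2.18-fold). With all genes with a count as the background, the enrichments were 4.03-fold and 7.49-fold. This background includes genes too low to be tested and genes that do not code for proteins. With genes correlated above 0.8 with the WGCNA_pos_ eigengene as the cluster, 17 human candidates (3.72-fold) and 11 mouse genes (6.75-fold) were in it. The 2 largest slopes among the human candidates were those of *Cyp27a1* (0.44 log2 units per day, standard error 0.056, adjusted p = 1.13e-05 from edgeR) and *Ttpa* (0.38). *Eef2* (-0.092), *Atm* (-0.089) and *Ppp2r2b* (-0.079) fell, although *Atm* did not pass with the replicate block (adjusted p = 0.0917 from edgeR). *Atm* had 65.3 CPM in P0 replicate 1, against 13.7 and 16.0 in P0 replicates 2 and 3. With each sample left out in turn, its slope lay between -0.11 and -0.048 (largest adjusted p = 0.263 from edgeR). Without the P0 time point it was -0.037 (adjusted p = 0.538 from edgeR). Among the mouse genes, *Aff1* rose (0.22). The largest falls were those of *Kcnj6* (-0.26), *Aif1* (-0.23, adjusted p = 0.274 from edgeR) and *Reln* (-0.090).

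**Figure D2:**
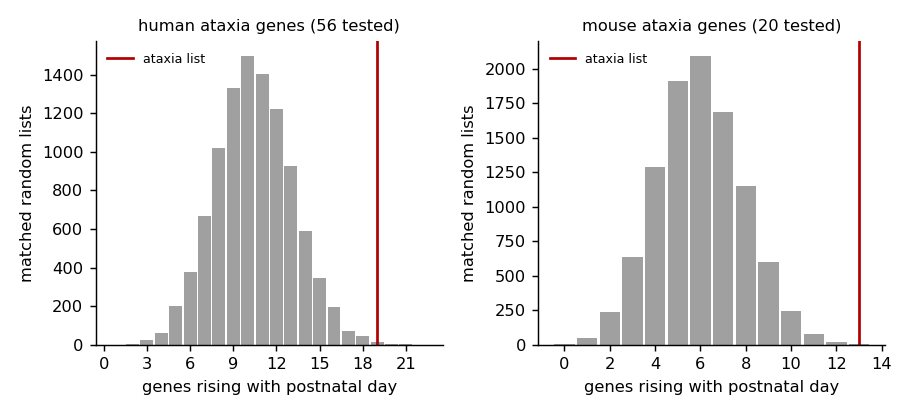
Histograms of the number of rising genes (x axis) in 10000 random gene lists (y axis, number of lists) matched to the ataxia lists on mean expression and gene length, for the human candidates (left) and the mouse models (right). The red line marks the number of rising genes in the ataxia list itself, 19 of 56 and 13 of 20, near the upper end of both histograms.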

Of the 17 WGCNA clusters, only the WGCNA_pos_ cluster returned significant enrichments for human genes causing ataxia (4.3-fold, *q* = 2.27 × 10^−5^) as well as genes that when disrupted in mice cause ataxia-like phenotypes (8.8-fold, *q* = 1.19 × 10^−7^) (Fig. 3A, Supplementary Table S4). The difference in enrichment observed between human and mouse likely stems from the fact that many genes in mouse do not have a one-to-one orthologous gene in human leading to a reduction in power.

**Figure 3:**
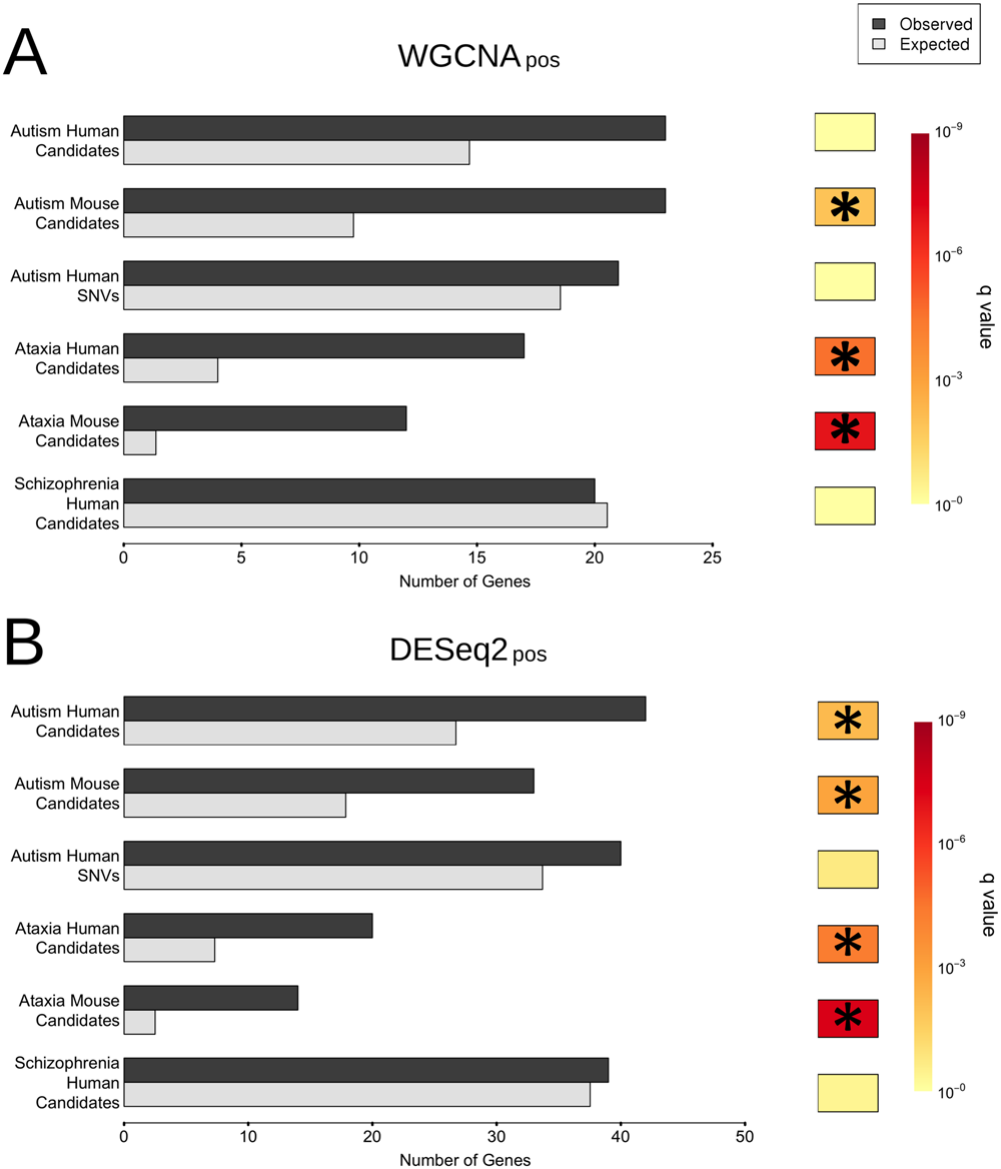
The developmental PC cluster positively correlated with timing contains unexpectedly high numbers of ataxia- or autism- associated genes. (**A**) Observed and randomly expected numbers of genes present in the WGCNA_pos_ PC cluster (module membership >0.8), for genes and SNVs associated with ataxia, autism, and schizophrenia (including both mouse model and human candidate lists for the former two disorders). q-Values are indicated using a Hinton plot (right), with significant results (*q* < 0.05) marked by an asterisk. See also Supplementary Table S4. (**B**) Analogous testing within the corresponding DESeq 2_pos_ cluster. This returned similar results, with significant enrichments for both autism gene lists (human and mouse, respectively). q-Values are indicated using a Hinton plot (right), with significant results (*q* < 0.05) marked by an asterisk.

We next interrogated the gene clusters for an enrichment for ASD-associated genes from the Simons Foundation Autism Research Initiative (SFARI) database^25^. The SFARI human database contains more than 800 human genes associated with ASD, while the mouse ASD-associated gene database contains a subset of these (229), for which genetic models have been generated. Interestingly, the WGCNA_pos_ cluster was the only cluster with a significant enrichment, for which we observed a 2.4-fold enrichment (*q* = 1.10 × 10^−2^) for mouse ASD-associated genes (Fig. 3A; Supplementary Table S5). Similar conclusions were reached for the cluster identified with DESeq 2 (Fig. 3B; Supplementary Table S5). 

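Supplementary Table S5 marks 33 mouse-model ASD genes in DESeq 2_pos_, and all 33 were tested. By edgeR's quasi-likelihood test, 29 of them rose with postnatal day at an adjusted p below 0.05, 27 with the replicate number as a block, and 33 by DESeq2's likelihood ratio test. All 33 slopes were above 0, with a median of 0.083 log2 units per day. The genes were listed by the paper because they rose in these samples, so the counts describe their course and are no test of enrichment. The full SFARI lists were not used here. The paper reasons from the separation of time points and the marker genes to a capture of PCs across development, and from WGCNA and DESeq 2 to PC development clusters whose genes rise with PC maturation. From the enrichment of ASD-associated genes in the cluster from either method (Fig. 3A,B), the paper concludes that ASD genes are enriched among the genes whose expression increases over PC development.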

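Of the 42 genes that Supplementary Table S5 marks in DESeq 2_pos_ from the human ASD list, 39 rose with postnatal day by edgeR's quasi-likelihood test (37 with the replicate number as a block, and 42 by DESeq2's test). Together the human and mouse lists name 59 genes, of which 53 rose with edgeR (50 with the replicate block), 59 rose with DESeq2 and 0 fell, also 0 at an unadjusted p below 0.05. Without the P0 time point, which moved the number most, 37 of the 59 rose, and all 59 slopes were still above 0. With each sample left out in turn, between 45 and 53 rose. Slopes ranged from 0.031 to 0.37 log2 units per day. The largest were those of *Hsd11b1* (0.37, standard error 0.081, adjusted p = 0.00213 from edgeR), *Agmo* (0.36, standard error 0.12, adjusted p = 0.0296 from edgeR) and *Ppp1r1b* (0.34, standard error 0.039, adjusted p = 3.71e-06 from edgeR). *Agmo* rested on few counts, with 1.98 ± 2.04 CPM (SD, n = 3) at P21. The smallest were those of *Gria2* (0.031), *Auts2* (0.032) and *Gstm1* (0.040). *Auts2* and *Gstm1* passed an adjusted p of 0.05 without the block (0.0367 and 0.0422) but not with it (0.0526 and 0.0598, all from edgeR). With each sample left out in turn, the adjusted p from edgeR reached 0.139 for *Auts2* and 0.107 for *Gstm1*.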

Importantly, we also found a significant enrichment of orthologues for human genes associated with ASD within the DESeq 2_pos_ cluster (1.6-fold enriched, *q* = 6.34 × 10^−3^). We also used a recently published set of *de novo* variants associated with autism^26^ (Fig. 3B; Supplementary Table S5). We found no significant enrichment for these variants after multiple test correction in the clusters identified with WGCNA and with DESeq 2 (Fig. 3).

The difference between the WGCNA and DESeq 2 clusters likely stems from the greater number of genes within the latter, resulting in its greater analytical power. There was no significant enrichment for genes associated with schizophrenia in either cluster, suggesting that the observed enrichment is specific to ASD but not another related neurological disorder, namely schizophrenia (Fig. 3).

In addition to the ASD-associated genes from the SFARI database, we also investigated 842 genes whose transcripts were previously identified as targets of the Fragile X mental retardation protein (FMRP)^27^ and significantly enriched for ASD-associated genes^28,29^. FMRP targets were only enriched in the WGCNA_pos_ cluster (2.7-fold enrichment, *q* = 7.34 × 10^−21^) and both DESeq 2_pos_ and DESeq 2_neg_ clusters (2.3-fold and 1.4-fold enrichments; *q* = 2.78 × 10^−30^ and 1.02 × 10^−6^). These findings provide evidence that FMRP targets are enriched in developemtnally regulated PC genes.

We next investigated the specificity of these results with regards to PC development by undertaking an equivalent analysis on published transcriptomes from the developing mouse neocortex at the same postnatal time period^30^. For this analysis we limited our investigations to the sequencing libraries from layer 4, as it was the only layer fully isolated from other cortical layers^30^. Twelve WGCNA gene clusters were defined from these data (Supplementary Fig. S5), of which only one (the darkgoldenrod module) was significantly enriched for both mouse and human SFARI ASD genes (categories 1-4 and syndromic) (3.0-fold and 2.9-fold enrichments; *q* = 0.018 and 3.61 × 10^−4^, for the mouse and human gene sets, respectively; Supplementary Fig. S6). The enrichment analyses performed on category 1 or 2 genes did not yield significant results likely due to loss of statistical power associated with the low number of genes involved. In contrast to the gene clusters identified in developing PCs, this ASD-enriched neocortex cluster does not show positive differential expression over development (Fig. 4A). When using the variants identified by Krumm *et al*.^26^ we observed a low p-value (*p* = 0.029), but the enrichment was no longer significant after multiple test correction (*q* > 0.05). We identified a significant enrichment of FMRP target genes in two clusters. These included the ASD-enriched neocortex cluster (3.7-fold enrichment, *q* = 3.12 × 10^−8^) and a cluster positively correlated with developmental timing (1.85-fold enrichment, *q* = 3.96 × 10^−19^). Interestingly, we found that ASD-associated genes in the PC and neocortex clusters showed distinct spatiotemporal expression levels. 

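The courses in PCs of the 59 ASD genes of the PC cluster and the 39 ASD genes of the neocortex cluster were taken from Supplementary Table S5 and the PC samples. Of the 38 neocortex-cluster genes tested, 0 rose and 6 fell with postnatal day at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and 1 rose and 9 fell at an unadjusted p below 0.05. With the replicate number as a block, 0 rose, and DESeq2's likelihood ratio test called 1 rising and 8 falling. Their median slope was -0.022 log2 units per day, against 0.090 for the PC-cluster genes. *Il1rapl2* (slope -0.35, standard error 0.094, adjusted p = 0.0082 from edgeR) and *Nrg1* (slope -0.18, standard error 0.035, adjusted p = 7.99e-04 from edgeR) fell most among those called. With each sample left out in turn, the slope of *Il1rapl2* lay between -0.58 and -0.32 (largest adjusted p = 0.0276 from edgeR). Without the P0 time point, *Il1rapl2* did not pass (slope -0.30, adjusted p = 0.104 from edgeR), whereas *Nrg1* did (adjusted p = 0.00859 from edgeR). *Nrg1* dropped from 61.1 ± 26.9 CPM (SD, n = 3) at P0 to 6.00 ± 4.17 at P21. The neocortex samples were not analysed here.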

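Coherency in PCs was measured as the mean Pearson correlation between pairs of genes of a set, over DESeq2's variance-stabilized values of the 15 PC samples. It was 0.658 among the 59 PC-cluster ASD genes and 0.0254 among the 39 neocortex-cluster ASD genes, a difference of 0.632 (permutation test of the set labels over the 97 genes, p = 1e-05, the smallest that 100000 permutations can give). Of the 1711 pairs of PC-cluster genes, 82.7% had a correlation above 0.5 and 0.0584% one below 0. Of the 741 pairs of neocortex-cluster genes, 6.88% lay above 0.5 and 46.2% below 0. The first component of the neocortex-cluster genes held 21.8% of their variance and still fell with postnatal day (r = -0.834, rho = -0.862, permutation test, p = 1.2e-04 and 8e-05, the same after adjustment over 2 sets, and r = -0.868 without the 2 samples farthest from the median day), so a part of these genes shares a decline in PCs. The difference was 0.626 with log2(CPM + 1), moved most to 0.784 with the means of the 5 time points, and lay between 0.609 and 0.652 with each sample left out in turn. The PC-cluster genes had been selected by the paper for their common rise in the same samples, which by itself raises their coherency.

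**Figure D3:**
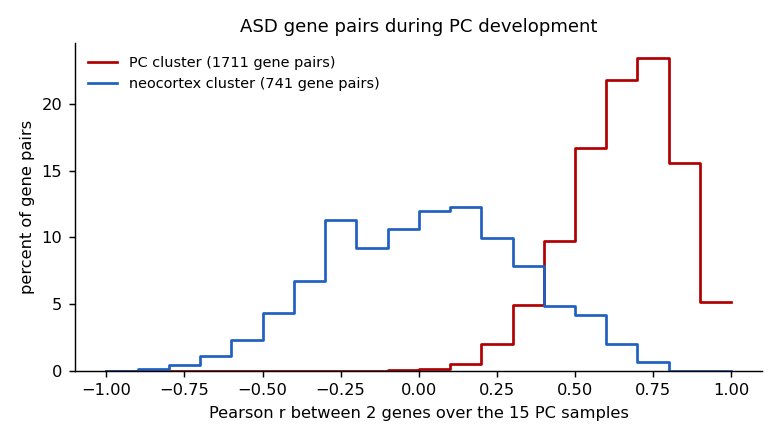
Percent of gene pairs (y axis) by the Pearson correlation of the pair over the 15 PC samples (x axis), for 1711 pairs of PC-cluster ASD genes and 741 pairs of neocortex-cluster ASD genes. The PC-cluster pairs lie mostly above 0.5 (82.7%), and the neocortex-cluster pairs spread around 0 with 46.2% below it.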

Genes in the neocortical gene cluster exhibited low coherency and preservation over PC development, and *vice versa* (Fig. 4B). These results indicate that the two clusters are distinct and not maintained across development in different brain regions.

**Figure 4:**
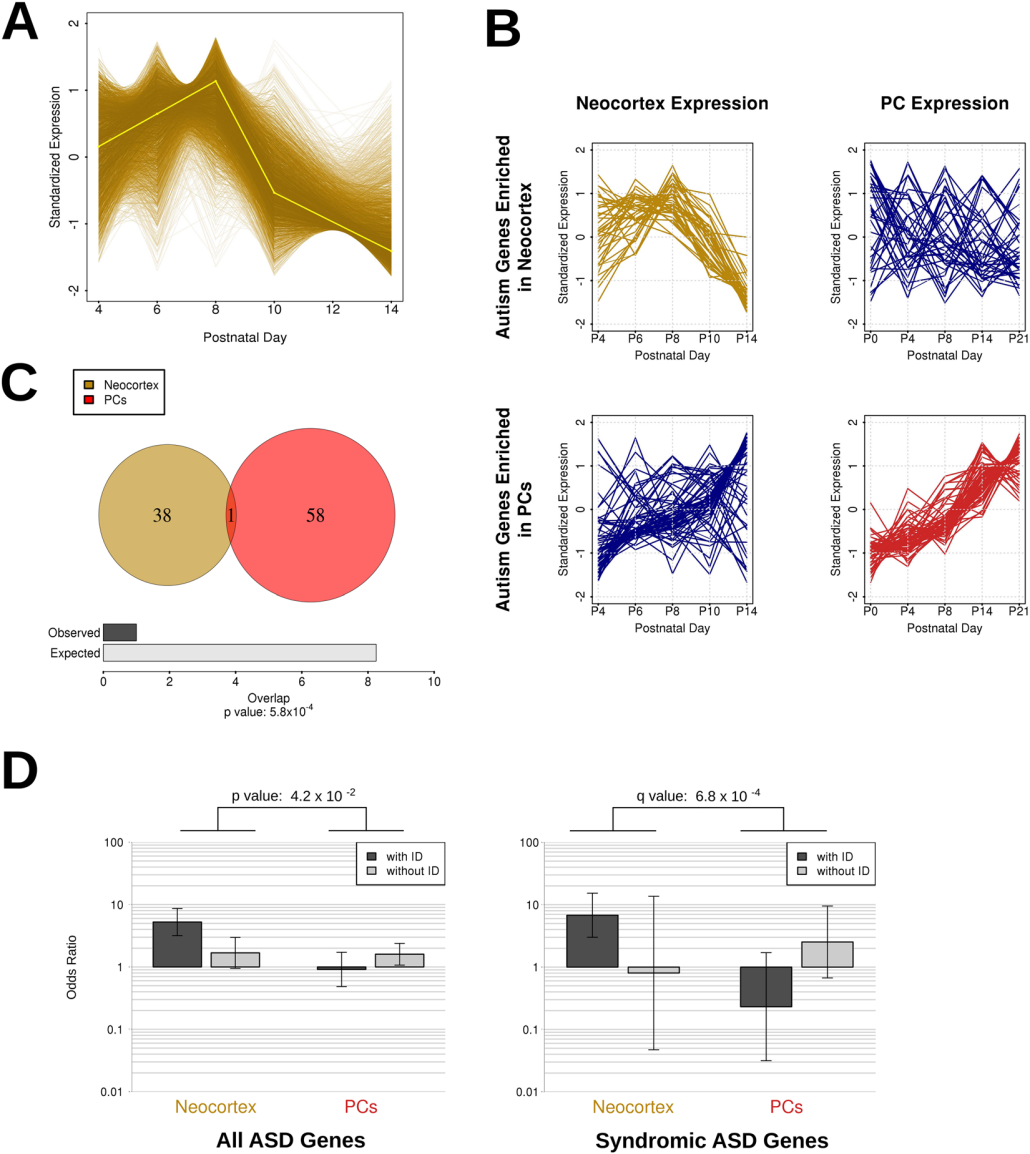
Comparisons between PC ASD (DESeq 2_pos_) and neocortex ASD gene clusters reveal differential ID co-morbidity. (**A**) The neocortex cluster exhibits statistically significant enrichment for autism genes (for either mouse models or human candidates – see also Supplementary Table S5). Each gene within the module is plotted as a line whose colour intensity is determined by module membership. Expression values are normalized and standardized to a mean of zero and standard deviation of 1. The eigengene is displayed in yellow. (**B**) The expression pattern of the autism-associated genes over development in either the neocortex or PCs shows a lack of coherency of each of the two modules for expression in the other tissue. Each gene within the module is plotted as a line, with expression values normalized and standardized to a mean of zero and standard deviation of 1. (**C**) Significant lack of overlap between the 182 autism-associated genes within the neocortex and PC clusters (Fisher’s exact test). (**D**) Intellectual disability (ID)-associated autism genes are significantly differently partitioned between the PC and neocortex gene clusters. Two sets of odds ratios from four contingency tables, including ID-associated and ID-free autism gene lists and their occurrences in both the neocortex cluster and the PC cluster. The two panels represent testing on autism gene lists for all ASD genes (syndromic genes and category 1–4 genes) and syndromic genes only. The p- and q-values indicate the estimated probability of the difference between the ratios of odds ratios for the two clusters.

To test the degree of overlap between PC and neocortex cluster genes, we performed an intersection analysis of the ASD-associated genes within each identified cluster. Of 182 genes that occur in either the human or mouse ASD gene lists, 39 were present in the neocortex cluster and 59 occurred in the PC cluster (Fig. 4C). 

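Supplementary Table S5 marks 59 ASD genes in the PC cluster, 42 from the human list and 33 from the mouse list, and 39 in the neocortex cluster. Together these are 97 different genes. All 59 PC-cluster genes and 38 of the 39 neocortex-cluster genes passed the filter on low counts in the PC samples.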

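With 182 ASD genes, of which 59 were in the PC cluster and 39 in the neocortex cluster, 12.6 genes would be shared by chance and 1 was (Fisher's exact test, p = 5.99e-07 one-sided and 1.27e-06 two-sided). *Maoa* (ENSMUSG00000025037) lies on chromosome X of GRCm38 from 16619698 to 16687818 and encodes monoamine oxidase A. In PCs it went from 8.51 ± 3.35 CPM (SD, n = 3) at P0 to 28.2 ± 5.85 at P14 and 19.4 ± 7.07 at P21. Its slope was 0.063 log2 units per day (standard error 0.027, adjusted p = 0.0991 from edgeR's quasi-likelihood test, and 0.0959 with the replicate number as a block). DESeq2's likelihood ratio test gave an adjusted p of 0.0496. For the result Maoa change per day, edgeR gave an adjusted p of 0.0371 with log2(day + 1) in place of the day. With each sample left out in turn, the slope lay between 0.048 and 0.080.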

We found only a single gene (*Maoa*) that was present in both sets, which represents a statistically significant depletion (*p* = 5.8 × 10^−4^; Fisher’s exact test). The unexpectedly low overlap suggests that the observed enrichment of ASD genes in developing PCs is specific to this neuronal subpopulation at the investigated developmental time period.

The identification of the two spatiotemporally distinct ASD gene clusters in PCs and neocortex, respectively (Fig. 4B,C), allowed us to ask the intriguing question of whether genes within these cell type-specific modules might contribute to distinct ASD endophenotypes^31^. A stratification of the broad autism phenotype into clinically, genetically and biologically meaningful categories has thus far been lacking. One of the ASD endophenotypes that has been proposed to define clinical subgroups is intelligence quotient^32–34^. We therefore considered whether the two different gene clusters reflect differences in intellectual disability (ID) among ASD individuals. To do so, using the SFARI annotations, we split the human candidate ASD gene list into those associated with ID and those with no evidence for ID, and tested for their enrichment within either the PC or neocortex modules. Comparison of the odds ratios from these four contingency tables revealed that the PC gene cluster contains a significantly greater proportion of ID-free ASD-associated genes than the neocortex gene cluster. In contrast, this pattern is inverted in the neocortex cluster, with it containing a greater proportion of ID-associated ASD genes (*p* = 4.2 × 10^−2^; permutation test; Fig. 4D). By repeating this analysis on the syndromic SFARI genes separately, this inversion of patterns was found to be significantly pronounced (*q* = 6.8 × 10^−4^; permutation test; Fig. 4D) and the trend was maintained, albeit at a non-significant level, for categories 1-4 (*q* = 2.4 × 10^−1^; permutation test; data not shown). Of the 30 syndromic genes associated with ID, 8 were identified in the neocortex cluster, and only one in the PC cluster. Conversely, of the 11 syndromic genes with no reported association with ID, none were found in the neocortex cluster and 3 were found in the PC cluster. These results indicate that there is a significant difference in the composition of the ASD genes underlying the clusters in the two brain regions with relation to their association with ID. These differences suggest the existence of genetically and spatiotemporally distinct endophenotypes of ASD.

## Discussion

The analysis of gene expression within disease-relevant tissues and cell types is a powerful approach to identify genes and regulatory networks whose disruption is associated with disease. Given the wide heterogeneity of the ASD phenotype, it is expected that multiple brain regions, cell types and critical time periods contribute to the disease. Previous analyses indicated that ASD-associated genes expressed in the prefrontal cortex show a significant association with developmental patterning^29,35^. However, little attention has been paid to the ASD gene expression profiles in the cerebellum, a key brain region in ASD. Here, we report gene expression changes across key postnatal developmental stages within a population of laser-captured cerebellar cells that are highly enriched for Purkinje cells. Interestingly, we have identified a cluster of ASD genes that is enriched among all genes whose expression significantly increases over PC development. Importantly, the ASD genes enriched in the developing PC cluster are associated with a distinct disease endophenotype, namely the absence of ID co-morbidity. This is in contrast with a single, independent gene cluster in the mouse neocortex at the same developmental time point that is enriched for ASD genes with ID association. To our knowledge, these findings are the first to indicate a relationship between the spatiotemporal expression pattern of ASD genes and genetically distinct ASD endophenotypes.

A potential limitation of our study might stem from potential differences in developmental processes and developmental timing in the neocortex and the cerebellum owing to, for instance, neurogenesis occurring earlier in the neocortex. Such differences might partly explain the difference in the correlation between gene expression and development for the ASD gene-enriched neocortex and PC cluster, respectively. Furthermore, differential developmental gene expression might explain why some of the identified transcripts appear only in the PC cluster or neocortex cluster, despite their known widespread expression patterns.

Our identification of an ASD-gene enriched expression cluster that is specific to developing PCs provides support for the emerging concept that this neuron population is highly vulnerable in ASD^1–3,10^. Moreover, our findings inform future functional studies of the identified specific ASD candidate genes that should be carried out in developing PCs to obtain a deeper understanding of the pathophysiological mechanisms underlying ASD. It is important to note that we found some evidence of glial markers in our samples and thus cannot rule out the presence of some contaminating glia cells, most likely Bergmann glia that are present in the PC layer. However, given the very high abundance of PC markers compared to glial markers, the effect of Bergmann glia should be marginal and does not affect our conclusions that the developing cerebellum has an ASD signature. 

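The glial markers *Gdf10*, *Sept4*, *Slc1a3*, *Slc1a2*, *Aqp4*, *Gfap*, *Aldh1l1* and *Hopx* together reached 2175 ± 318 CPM (SD, n = 3) at P0, 2882 ± 889 at P4, 4764 ± 608 at P8, 6019 ± 385 at P14 and 4415 ± 809 at P21. As a share of the summed PC markers, this was 40.3% at P0, 21.9% at P4, 25.1% at P8, 17.7% at P14 and 10.3% at P21. *Slc1a3*, which encodes a glutamate transporter of astrocytes and Bergmann glia, was the most abundant of these genes. Its mean RPKM was 188 ± 28.7 at P0, 234 ± 78.8 at P4, 290 ± 35.0 at P8, 386 ± 38.9 at P14 and 258 ± 60.7 at P21, which is 68.4% of that of *Calb1* at P0 and 19.5% at P21. The shares compare RNA of a few genes and are not shares of cells.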

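To relate the ASD genes to the glial markers, each sample's mean standardized expression of the 59 PC-cluster ASD genes was compared with that of the glial markers, as deviations from the time point means. Within time points, the correlation was r = -0.0173 (exact permutation test, p = 0.957, adjusted p = 0.957 over 3 marker sets) and rho = 0.114 (exact permutation test, p = 0.712), and r was -0.0202 without the 2 samples farthest from the median. With the PC markers it was r = 0.642 (exact permutation test, p = 0.00219, adjusted p = 0.00656) and rho = 0.721 (exact permutation test, p = 0.00656), and r was 0.682 without the 2 farthest samples. Over all 15 samples, without regard to the time point, r was 0.728 with the glial markers and 0.975 with the PC markers, both of which change with postnatal day.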

Other transcriptomic studies have identified cerebellar gene networks enriched in ASD genes that show partial overlap with our data. 

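In the PC samples, *Dpp10* (chromosome 1 of GRCm38, 123321471 to 124045559) rose from 30.8 ± 20.2 CPM (SD, n = 3) at P0 to 469.6 ± 70.7 at P21, with a slope of 0.19 log2 units per day (standard error 0.020, adjusted p = 9.76e-07 from edgeR). *Sez6l2* (chromosome 7, 126950563 to 126970606) rose from 122.8 ± 26.0 to 425 ± 65.2 (slope 0.090, standard error 0.011, adjusted p = 5.64e-06 from edgeR). With the replicate number as a block, the adjusted p was 2.78e-06 for *Dpp10* and 1.54e-05 for *Sez6l2*. *Aldh5a1* (chromosome 13, 24907579 to 24937661) had a slope of 0.075 (adjusted p = 0.0199 from edgeR, and 0.0226 with the block), and *Astn2* (chromosome 4, 65380803 to 66404611) one of 0.077 (0.0207 and 0.0365). Without the P0 time point, neither *Aldh5a1* (slope 0.088, adjusted p = 0.0552 from edgeR) nor *Astn2* (slope 0.069, adjusted p = 0.107) passed 0.05. *Aldh5a1* also failed without P21 replicate 2 (0.0547) and *Astn2* without P21 replicate 3 (0.0585). *Auts2* (chromosome 5, 131437333 to 132543344) went from 337 ± 48.5 CPM at P0 to 209 ± 19.9 at P4, 305 ± 34.3 at P8, 317 ± 51.9 at P14 and 473 ± 59.4 at P21, above P0 only at the last time point. Its slope of 0.032 was the smallest of the 5 genes, and it passed an adjusted p of 0.05 without the replicate block (0.0367) but not with it (0.0526, both from edgeR). The slope of *Auts2* was larger, at 0.063, without the P0 time point (adjusted p = 7.94e-04 from edgeR).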

A correlation analysis of ASD genes with images from the Allen Mouse Brain Atlas^36^ found two co-expression modules that were significantly overexpressed in the cerebellar cortex including *Aldh5a1*, *Astn2*, *Auts2*, *Dpp10* and *Sez6l2*, which are also present in our developing PC gene cluster. Interestingly, a recent transcriptomic analysis in human post-mortem cerebellum from ASD and control individuals identified three co-expression modules significantly associated with ASD that include several genes present in the PC development cluster identified in our study, including *NDUFA5* as a hub gene in one of the downregulated clusters^37^. In addition, co-expression network analysis with human BrainSpan data identified an ASD gene enrichment including *ANK2* in thalamus and cerebellum during postnatal human development^38^. These studies support our findings but also suggest that gene networks in cerebellar cell populations other than PCs and across different developmental epochs are relevant to ASD. 

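*Ndufa5*, the mouse gene on chromosome 6 of GRCm38 from 24518666 to 24528013, encodes a subunit of mitochondrial complex I. In the PC samples it rose from 229.7 ± 20.9 CPM (SD, n = 3) at P0 to 437 ± 57.7 at P21. Its slope was 0.041 log2 units per day (standard error 0.011, adjusted p = 0.00784 from edgeR's quasi-likelihood test, and 0.00849 with the replicate number as a block). Without the P0 time point, the slope was 0.028 and no longer passed the threshold (adjusted p = 0.159 from edgeR). The human post-mortem data were not analysed here.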

In future studies, it will be important to employ a similar approach to ours to all other subpopulations of the cerebellum and other brain regions across the entire developmental period in mouse but also human tissue. Advances in single-cell sequencing experiments across development are poised to identify and compare cell- and stage-specific expression signatures.

The identification of spatiotemporally distinct ASD gene clusters in the developing cerebellum and cortex that correlate with ID suggest genetically distinct ASD endophenotypes. These results raise the interesting prospect of genes and pathways associated with these modules being of use in predicting, upon initial diagnosis, eventual ASD phenotype severity, patient stratification and, ultimately, targets for therapeutic interventions.

## Methods

### Animals

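Sex-linked genes were counted in each sample. *Xist*, an X-linked gene expressed from the inactive X chromosome of female cells (chromosome X of GRCm38, 103460366 to 103483254), had 1536 counts in P0 replicate 1, or 300.5 CPM, and at most 1 count in each of the other 14 samples. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* together had between 334 and 1070 counts in each of these 14 samples. Scaled by the total counts on genes without TMM, unlike the CPM of *Xist*, this was on average 140.6 ± 34.1 CPM (SD, n = 14). In P0 replicate 1 the Y-linked genes had 0 counts. At that mean, 659 counts would have been found in P0 replicate 1. The smallest level its depth can show is 3 counts, or 0.640 CPM on the same scale without TMM.

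**Figure D4:**
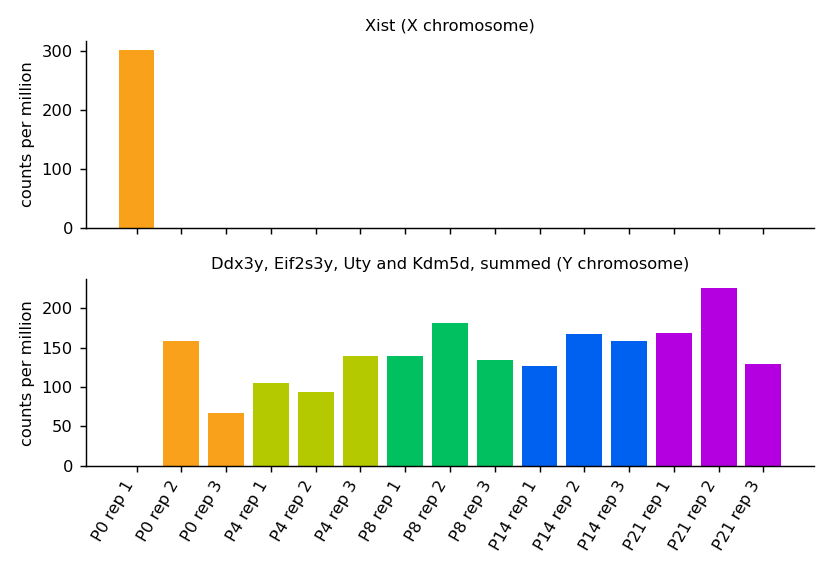
CPM (y axis) of *Xist* (one panel) and of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* summed (other panel), with 1 bar for each of the 15 samples (x axis). P0 replicate 1 has 300.5 CPM of *Xist* and none of the Y-linked genes, and the other 14 samples have Y-linked counts and almost no *Xist*.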

Male C57/BL6 mice were used in this study. All animal work was approved by the University of Oxford Ethics Panel and in accordance with UK Home Office regulations.

### Laser Capture Microdissection and RNA Extraction

Laser capture microdissection was performed as previously described^39^. For the time points P4-P21, 1000 individual PC soma were collected randomly from 2–3 parasagittal tissue sections per mouse. 

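At P0, where clusters were collected, the PC markers summed to 5401 ± 744 CPM (SD, n = 3) and the markers of dividing cells (*Mki67*, *Top2a* and *Ccnb1*) to 339 ± 12.2. At P4, where individual soma were collected, the dividing-cell markers summed to 148 ± 78.6, at P8 to 44.8 ± 8.44, at P14 to 3.90 ± 4.48 and at P21 to 0.989 ± 1.15. *Mki67* fell with postnatal day (slope -0.48 log2 units per day, standard error 0.044, adjusted p = 2.62e-07 from edgeR, and 2.14e-06 with the replicate number as a block). *Atoh1*, a marker of granule neuron progenitors, had no count in any of the 15 samples, so it says nothing specific to P0.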

For P0 cerebella, where it was difficult to isolate individual cells, clusters of PCs were isolated from 6 parasagittal tissue sections. Three biological replicates per time point were collected. Total RNA was extracted using the RNeasy Micro Kit (Qiagen) according to the Fibrous Tissues protocol. RNA quality was assessed on a 2100 BioAnalyzer using the RNA 6000 Pico Assay (Agilent Technologies). All RNA samples used for deep sequencing had an RNA Integrity Number (RIN) of ≥5. 

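RIN values could be paired with 9 of the 15 samples, with a mean of 6.87 and a range of 5.1 to 8.6. They were tested against each of 14 principal components of the variance-stabilized values. None of the 14 Pearson correlations had an adjusted p below 0.05, and 0 had an unadjusted p below 0.05 (exact permutation tests, smallest adjusted p = 0.630). The correlation of RIN with principal component 1 was r = -0.436 (exact permutation test, p = 0.239) and rho = -0.410 (exact permutation test, p = 0.274), and r was 0.421 without the 2 samples farthest from the median RIN. RIN itself had r = -0.508 with postnatal day (exact permutation test, p = 0.166). Among the Spearman correlations, the smallest unadjusted p was 0.0263 (exact permutation test), for principal component 6, and the smallest adjusted p was 0.368. Over 9 samples, of which 2 were from P21, only strong correlations can pass the adjustment for 14 tests.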

No principal components of the data were significantly correlated to the RIN values (q < 0.05).

### Library Preparation and Sequencing

cDNA libraries were prepared using the SMARTer® Ultra™ Low RNA Kit for Illumina® sequencing (Clontech), followed by NEBNext® DNA Library Prep Master Mix Set for Illumina® (New England Biolabs) according to manufacturers’ instructions except for the use of own custom indexes^40^. Sequencing of multiplexed, 100-bp paired-end libraries was done on an Illumina® HiSeq system using TruSeq SBS v3 chemistry. 

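Supplementary Table S2 gives the sequenced read pairs, which add up to 60575858 per sample on average (range 38248771 to 99922771), values that are the paper's. After trimming, unique alignment and intersection-strict counting, the deposited counts on genes add up to between 3409371 and 7814951 per sample. Picard's metrics in Supplementary Table S6 report between 4229001 and 9800852 read pairs per sample, and these correlated with the counts on genes across the 15 samples (r = 0.976, rho = 0.921, permutation test, p = 1e-05 and 2e-05, adjusted p = 1.5e-05 over 3 tests of read pairs). Without the 2 samples farthest from the median of the counts on genes, r was 0.951.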

We acquired, on average, 61 million (range 38–100 million) paired-end 100-bp reads (Supplementary Table S2).

### Read Processing and Alignment

The same quality control and alignment procedures were followed for all RNA-sequencing data used in this study. Data quality was visualized through FastQC v0.9.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), and reads were trimmed using FASTX Toolkit v0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/index.html) and Cutadapt v1.2.1^41^ for adapter trimming and removal of other over-represented sequences. Reads were also trimmed when quality scores dropped below 20. For the 5′ paired-end Purkinje cell (PC) data and the single-end neocortex data, the reads were trimmed and retained, unless the resulting reads were less than 30 bp in length. Due to heavy adapter contamination in the 3′ paired-end PC data this was run in two iterations, firstly with more strict settings on the 3′ reads, followed by a second and less stringent run on the 5′ reads (seeking to maintain longer reads for guiding the alignment).

Alignment to the mouse reference genome GRCm38/mm10 was executed with the Genomic Short-read Nucleotide Alignment Program (GSNAP) of the Genomic Mapping and Alignment Program for mRNA and EST sequences (GMAP) package version 2012-07-20^42^. GSNAP was run for the paired-end PC data, with an estimated expected insert size of 220 bp and with an estimated deviation of 50 bp. GSNAP was run for the single-end read neocortex data with the same options (with no need for insert size parameters). Following this, for both datasets, only uniquely mapping reads were retained, and count tables were produced using HTSeq version 0.5.3p9^43^ with intersection-strict settings (a conservative measure only counting reads fully contained within features). All subsequent analyses in R were run within R version 3.1.1, and Bioconductor (biobase) version 2.26.0^44^.

Investigation into read quality returned evidence of substantial SMARTer adapter contamination^45^, from which initial trimming led to a mean loss of 4.89% of 5′ reads and 42.23% of 3′ reads. The contamination and resultant removal/orphaning of nearly half of all read pairs were most likely due to the low levels of RNA used for sequencing, with a mean concentration of 357 pg/μl and mean RIN value of 6.75. To circumvent this issue, heavier trimming was applied to the 3′ reads (to a minimum of 17 bp before discarding) while original thresholds were maintained for the 5′, therefore providing guidance during alignment with a specified estimated insert size of 220 bp (and allowed deviation of 50 bp), resulting in an average removal of 15.34% of the 3′ reads.

An equivalent procedure was followed for the neocortex data, using the data for the central layer (layer 4; the only layer completely isolated in this study). Please refer to Fertuzinhos *et al*.^30^ for more information on these neocortex libraries. The read trimming we applied based on quality scores resulted in a mean discarding of 0.31% of reads (0.26–0.38%), and read trimming due to contaminant removal resulted in a mean discarding of 3.75% of reads (2.58–6.35%). Of these remaining reads there was a mean of 98.38% (98.24–98.56%) of reads successfully mapped, with 59.95% (56.76–62.23%) having been uniquely mapped and retained for analysis.

Gene expression was assessed after read counting using HTSeq, and the normalization performed using DESeq 2^23^. RPKM were manually computed for each gene based on the number of read mapped. All analyses were performed on the normalized counts. 

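Of the genes listed with deposited counts, 20928 had a count above 0 in at least 1 of the 15 samples, 14399 in at least 8 and 9904 in all 15. Per sample, the mean number of genes with a count was 14229 ± 200.1 (SD, n = 3) at P0, 14753 ± 708 at P4, 15120 ± 161 at P8, 15069 ± 127 at P14 and 14371 ± 818 at P21. The means of P4, P14 and P21 differed by less than the larger of their SDs, whereas P0 lay below P8 by more than either SD.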

Across all samples, a total of 20,928 expressed genes (coding and non-coding) with a minority of missing values across all samples were retained for analysis. We observed the mean correlation coefficients of gene expression values to be considerably higher between samples within time points (r^2^ = 0.93; range 0.86–0.98) than across time points (r^2^ = 0.65; range 0.34–0.95; Supplementary Fig. S1A). 

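Correlations were computed between the 15 samples over log2(normalized count + 1) of the 20928 expressed genes, with DESeq2's size factors. Within time points, the mean r2 was 0.814 ± 0.0548 (SD over 15 pairs of samples, range 0.728 to 0.881), and across time points it was 0.746 ± 0.0610 (90 pairs, range 0.622 to 0.880). On normalized counts without a logarithm, the alternative that moved both most, the mean r2 was 0.932 within time points (range 0.855 to 0.976) and 0.666 across time points (range 0.338 to 0.945). With variance-stabilized values it was 0.879 and 0.793. Under each of the 3 scales the mean was higher within than across time points.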

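Among the reads that HTSeq assigned to genes, to no gene or ambiguously, the share tallied as no feature, which in intersection-strict mode includes reads that lie only partly within exons, was 27.1 ± 2.88% (SD, n = 3) at P0, 20.7 ± 0.547% at P4, 22.5 ± 0.962% at P8, 17.5 ± 1.28% at P14 and 18.0 ± 0.953% at P21. The intronic share in Supplementary Table S6, a value of the paper's, averaged 13.0% at P0, 7.14% at P4, 9.27% at P8, 4.86% at P14 and 5.43% at P21. Intronic reads are largely part of this tally by definition. Within time points, the shares rose and fell together (r = 0.987, rho = 0.925, exact permutation tests, p = 7.72e-04 and 0.00129, the same after adjustment over 3 tests), and r was 0.958 without the 2 samples farthest from the median deviation of the intronic share.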

Picard metrics are reported in Supplementary Table S6.

### Weighted Gene Co-expression Network Analysis (WGCNA)

Using variance stabilized values from DESeq 2 we applied the WGCNA R package version 1.41.1^20^. Genes with greater than 50% missing values and/or zero variance were removed from analysis. Soft thresholding power value was set at 3 and 4 for the Purkinje cells and neocortex respectively, based on the scale-free topology fit (signed) and mean connectivity of the network. We set a minimum module size of 30 and the initial modules were merged based on eigengene identity using a dendrogram height of 0.5. Eigengenes were produced for each module by calculating their first principal components, thereby explaining the maximum amount of variation of expression levels. See Supplementary Table S7 and Supplementary Figs S2 and S5 for further details.

### GO, KEGG, and MGI and Disease Enrichment

All genes used in enrichment testing (gene-lists, clusters/modules, and backgrounds) were reduced to protein coding genes only. All enrichment testing was performed with Fisher’s exact tests providing q-values (Benjamini-Hochberg FDR corrected p-values), which were then corrected for gene-length bias using tools within the GOSeq R package version 1.18.0^46^. We used all genes with non-zero read count and non-zero variance within the Purkinje cells as a background gene set for the enrichment analyses. Gene Ontology enrichment was performed with GOSeq provided GO terms. GO terms were filtered through REVIGO (Reduce and VIsualize Gene Ontology)^47^, which labels terms exhibiting semantic similarity as redundant, with strict settings of allowed similarity at 0.5. The KEGG (Kyoto Encyclopedia of Genes and Genomes) database^48^ and MGI (Mouse Genome Informatics) database^49^ enrichment tests were performed with pathway and phenotype information accessed through KEGGREST version 1.6.0 and BioMART version 2.22.0, respectively.

For disease enrichment testing with human gene lists, these were translated to their corresponding orthologs in mice, and all counts were reduced further to those with 1:1 orthologs (between human and mice) only. Enrichment for ataxia-associated genes was tested with candidate lists obtained through literature searches (Supplementary Table S1). Testing with autism-associated genes used both human candidate and mouse model genes obtained from the SFARI database (accessed 2^nd^ Dec 2014)^25^. The SFARI resource annotates genes by degrees of confidence of their associations with ASD (1–6, decreasing in confidence), and by whether they are associated with syndromic forms of ASD. Only genes belonging to SFARI categories 4 to 1 (“minimal evidence”, “suggestive evidence”, “strong candidate” and “high confidence”) were used to conduct enrichment analyses. Testing with schizophrenia-associated genes used a human candidate gene list^50^. We used genes found to be expressed in the tissue of interest (PCs or neocortex) and with one-to-one orthologs in human and mouse as the background gene set.

### Differential Expression Analysis

Differential expression analysis was performed with the R package DESeq 2 version 1.6.2^23^. This provided a platform for applying a likelihood ratio test, suitable for time-series analysis with the aim of comparing models with and without time factor. Significant results were determined as those with a q-value < 0.05, and these were subsequently separated into positive and negative fold-change, providing two clusters. 

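The readable part of Supplementary Table S8 holds 1999 genes. DESeq2's likelihood ratio test of the day, run here on the deposited counts, gave slopes with rho = 0.990 to the table's fold changes (across genes, which are not independent replicates) and a median ratio of 1.00 to them. The Pearson correlation was r = 0.419 over all these genes, and r = 0.988 between edgeR's slopes and the table over the genes that passed edgeR's filter on low counts. The paper's table has 578 of the 1999 genes at a q-value below 0.05, 272 with a positive and 306 with a negative fold change. The test here called 575, 270 rising and 305 falling. Of these, 569 were called by both, all in the same direction, with 9 called only in the table and 6 only here. Of the 1999 genes, 1732 passed edgeR's filter on low counts, 496 of them were called by edgeR's quasi-likelihood test, and 486 of these were also called in the table.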

DESeq 2 statistics are reported in Supplemental Table S8.

### Permutation Testing

Permutation testing was performed to statistically quantify the differing trend in odds ratios with an empirical p-value. For each permutation, all four contingency tables and subsequent odds ratios were simulated (with matching sampling distribution) using Patefield’s algorithm, and those tables containing zeroes were adjusted with Haldane’s correction. From these, the log Ratio of Odds Ratio (log_10_ ROR) was calculated for each tissue, before taking the absolute difference between these. For each test, these tables were permuted 10^8^ times. The test was run twice on stratified candidate lists, once with syndromic ASD human candidates, and then with all other ASD human candidates. The p-values from the two stratified runs of permutation testing were adjusted for multiple testing, with significant results determined as those FDR < 0.05.

### Accession Codes

Sequencing data have been deposited into the GEO repository (accession number GSE86824).

## Supplementary information

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

How the deposited data were processed for this re-analysis (not part of the article)

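RNA of laser-captured mouse PCs was sequenced by the authors at P0, P4, P8, P14 and P21, with 3 biological replicates per time point and 15 samples in all. The authors trimmed the reads, aligned them to GRCm38/mm10 with GSNAP, retained uniquely mapping reads and counted them per Ensembl gene with HTSeq in intersection-strict mode, and the deposited values are these whole-number counts without normalization. Each sample is 1 library, replicates were not pooled, and the tallies that HTSeq adds for reads outside genes were kept apart from the genes. The release of the gene annotation used for counting is not stated in the paper's text. Conditions and replicate numbers were taken from the sample labels, which match the paper's time points.

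Everything that follows was computed from the counts. Total counts on genes per sample ranged from 3409371 to 7814951, and a gene with no count in a sample lies below 3 counts of its total. The 3-count floor covers counting error only. Wilson intervals are over genes, which are not independent, and do not cover the spread between samples. The biological coefficient of variation estimated by edgeR, a measure of the spread between samples, was 0.705. Whether this spread or the depth limits the tests was not examined. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on postnatal day as a number, with TMM normalization, edgeR's filterByExpr by time point (14293 genes, 12858 of them protein-coding) and Benjamini-Hochberg adjustment at 0.05. The same test with the time point as a factor found genes that change in any pattern. Standard errors of slopes were derived from the slope and its F statistic. DESeq2 1.42.0 gave variance-stabilized values, size factors and the likelihood ratio test used as an alternative, and limma 3.58.1 the limma-voom fit. Further statistics used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Gene names, positions, biotypes and summed exon lengths came from GENCODE M21 on GRCm38. RPKM was computed from the deposited counts from the exon length in kilobases and the total counts on genes, and CPM, counts scaled to a common library size, uses TMM effective library sizes unless stated otherwise.

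WGCNA and GOSeq were not run. Module assignments and memberships were read from the part of Supplementary Table S7 that was readable, the ataxia lists from Supplementary Table S1 and the ASD gene sets from Supplementary Table S5. Enrichment used one-sided Fisher's exact tests against the tested protein-coding genes, without the correction for gene length that the paper applied with GOSeq, and 10000 random lists matched on mean expression (10 bins) and gene length (5 bins) were drawn instead as an alternative. Correlations across the 15 samples used 100000 permutations, and those within time points or over fewer than 10 samples used exact permutation tests. Repeats without 2 samples leave out those farthest from the median of the measure on the x axis; for the postnatal day the 3 P21 samples tie, and replicates 1 and 2 were left out. Functional annotation terms, single nucleotide variants, schizophrenia genes, intellectual disability and the neocortex samples were not analysed here.

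The genes named are those the paper names for its PC data, marker genes listed in advance, the 5 rising and the 5 falling genes with the largest slope among those with an adjusted p below 0.05, at least 10 CPM at their highest time point and every P14 and P21 sample above (or below) every P0 and P4 sample, and the 3 members of each ataxia or ASD list with the largest slope each way. A few genes that these rules select are not reported here, and 2 of them were taken out of the PC and oligodendrocyte marker sets after the results were seen; the labels of the tests that use these sets stayed the same. The tests were tested on simulated counts. In these, 200 genes, drawn only from those above a minimum mean expression, had a slope of 0.1 log2 units per day. edgeR's test recovered 138 of them (69.0%) with 9 false calls (6.12% of its calls), DESeq2's test 165 (82.5%) with 28 (14.5%), limma-voom 131 with 8, and edgeR's test of the time point as a factor 100 with 2. Alternatives covered the normalization, the test, the filter on low counts, the scale of time, the replicate block, the P0 time point, each sample left out in turn, the background and cluster of the enrichments, and the scale of values for correlations.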

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

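The tests in this part of *Xist*, of the markers of dividing cells, oligodendrocytes and glia, and of the reads tallied as no feature were chosen only after the result was seen, whereas the test over other assignments of the time points was set beforehand.

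*Xist* reached 300.5 CPM (1536 counts) in P0 replicate 1 and at most 1 count in each other sample, although the paper states that male mice were used. The paper does not report on these genes. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* had 0 counts in that sample, where 659 would have been found at the mean of the other 14. P0 replicate 1 may therefore come from a female mouse. A mixture of RNA from male and female mice would have left Y-linked counts, and at this depth a male share above 0.455% would have shown at least 3 of them. Whether the mouse was sexed differently or the sample carries the label of another animal was not tested. The number of genes that rise or fall with day was 3718 without this sample, against 3750 with it (1729 rising and 2021 falling). The share of WGCNAneg core genes that fall, those with a module membership above 0.8, dropped from 84.0% to 72.7% without it, more than without any other sample (79.2% to 86.0%), so that result depends in part on this sample.

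The dividing-cell markers *Mki67*, *Top2a* and *Ccnb1* summed to 339 ± 12.2 CPM (SD, n = 3) at P0, genes the paper does not discuss. Had they come only from the clusters collected at P0, they would have been near 0 at P4, where single soma were collected, but they stood there at 43.7% of the P0 level. If other cells contributed RNA in varying amounts, the 3 genes would deviate together from their time point means. Their mean pairwise correlation was higher than in 63.6% of random gene lists of similar expression, which is within the range of such lists. Their decline with age could be a change in the captured cells or RNA of neighbouring dividing cells, and these cannot be told apart here.

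Oligodendrocyte markers summed to 567 ± 245 CPM at P21, and were not analysed in the paper. Their mean pairwise correlation within time points exceeded that of 58.8% of random lists. RNA from neighbouring oligodendrocytes in varying amounts may contribute, but this was not separated from chance or from a change in the captured cells. Their sum was 1.33% of the PC marker sum at P21 and 0.418% at P0.

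The 8 glial markers stood at 2175 ± 318 CPM at P0, which is 40.3% of the PC marker sum, and 10.3% at P21. The paper discusses *Gdf10* and a possible glial contribution, but not the sum. Within time points, the 8 genes varied together more than 99.7% of random lists of similar expression did (mean r = 0.297). The 6 PC markers of the captured cells also did so, above 99.88% of such lists (mean r = 0.429). The test therefore does not single out RNA of other cells, and RNA of glial cells entering the samples in varying amounts remains a possibility. A change in the share of glial RNA with age was not separated from a rise of the PC markers themselves, since both are parts of the same total.

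The share of assigned reads that HTSeq tallied as no feature, which in intersection-strict mode includes reads only partly within exons, was 27.1 ± 2.88% at P0 and 17.5 to 22.5% at the other time points, a difference larger than the SDs at each of them. Within time points, it followed the intronic share of Supplementary Table S6 (r = 0.987, rho = 0.925, exact permutation tests, p = 7.72e-04 and 0.00129, unchanged by adjustment over 3 tests, and r = 0.958 without the 2 farthest samples). Because intronic reads are largely part of the share by definition, the relation is partly built in, and it only points to introns rather than other regions as the part that varies. Across all samples the share fell with day (r = -0.789, rho = -0.807, permutation test, p = 4.3e-04 and 6.6e-04, adjusted p = 6.45e-04 and 9.9e-04, and r = -0.808 without the 2 samples farthest from the median day). Unspliced RNA in young cells and genomic DNA in the P0 clusters are both open, and neither was tested.

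Among the 2753 genes that changed across time points in any pattern by edgeR's quasi-likelihood test, 354 neither rose nor fell steadily, a class the paper does not report. Of these, 116 were highest on average at P8, 71 at P14, 64 at P4, 56 at P0 and 47 at P21. When the time points were reassigned within replicate numbers, 1 of 100 assignments, the real one, gave as many changing genes. The next highest gave 898 and the median of the others was 0. That the class is biological remains a hypothesis. The linear correlation of depth with day (r = 0.187) says nothing about genes without a steady trend. Total counts on genes overlapped between P4 (3805726 to 7814951) and P21 (3409371 to 7005555). Scores on principal component 1 were nevertheless -51.2 ± 5.80 (SD, n = 3) at P4 and 84.6 ± 5.58 at P21. These values argue against depth as the source of that separation, but the class itself was not tested against depth.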

How the results depend on the processing

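No test given here was chosen only after the result was seen, except for the variance held by principal components 1 and 2, whose alternatives were chosen after seeing the data, and the repeat of the eigengene correlations without the sample with the largest value. All other alternatives were set before the data were examined.

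Test results were taken to stay if they kept their direction and their side of the threshold. Counts of genes were taken to stay within 1.5 times their value, and other measures within an interval or SD. Across the settings other than leaving a sample out, 380 comparisons stayed, 21 became weaker, 4 stronger, 11 moved and 8 reversed. With a sample left out, 1046 stayed, 36 became weaker, 1 stronger, 23 moved and 19 reversed. The separation of time points, the correlations of the WGCNA_pos_ and WGCNA_neg_ eigengenes, the enrichments of both ataxia lists, the slopes of *Calb1* and *Itpr1*, the coherency difference and the numbers of rising and falling genes stayed on the same side or within 1.5 times their value under every alternative that was run for them. The number of rising genes lay between 1329 (at least 10 counts in every sample) and 2238 (limma-voom), and that of falling genes between 1476 (log2(day + 1)) and 2503 (no filter on low counts). With the replicate number as a replicate block, paired by the labels, 1723 rose and 1911 fell, against 1729 and 2021 without it.

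With DESeq2's likelihood ratio test of the time point in place of edgeR's, the number of genes changing across time points in any pattern was 4224, against 2753, and the cause was not tested. The share of WGCNA_pos_ genes with a module membership above 0.8 that rise, 99.0%, was 92.3% without the P0 time point and between 96.4% and 98.8% with each sample left out in turn. The share of WGCNA_neg_ genes that fall, 84.0%, was 89.4% with DESeq2's test, 55.6% without the P0 time point, 99.7% with the recomputed module membership, and between 72.7% and 86.0% with each sample left out. The cause was not tested.

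The slopes that reversed belong to genes without a linear trend over all samples (adjusted p above 0.05 from edgeR). Without the P0 time point, the slope was -0.043 for *Grm2* (0.098 with it), -0.093 for *Aqp4* (0.012), -0.14 for *Gfap* (0.0083), -0.026 for *P2ry12* (0.033) and 0.0058 for *Nrp2* (-0.11). With log2(day + 1), it was 0.71 for *Csf1r* (-0.042 per day), -0.13 for *Hba-a1* (0.0020) and -0.080 for *Hbb-bs* (0.0062). With each sample left out in turn, the slope ranged from -0.021 to 0.049 for *Aqp4*, from -0.040 to 0.079 for *Gfap*, from -0.077 to 0.046 for *Csf1r*, from -0.019 to 0.028 for *Hba-a1* and from -0.013 to 0.019 for *Hbb-bs*. *Aqp4* and *Gfap* were highest at P8 and changed across time points (adjusted p = 6.15e-05 and 0.00281 from edgeR), so leaving out P0 takes away part of their rise and leaves the fall. *Hba-a1* and *Hbb-bs* rose without the P0 time point (slope 0.094 and 0.082, adjusted p = 0.00949 and 0.0192 from edgeR). For the other genes the cause was not tested.

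Small changes can be missed at the depth, spread and replicate number of these samples, and which of these limits the tests was not examined. In simulated counts at the depth and spread of these samples, edgeR's test recovered 69.0% of genes with a slope of 0.1 log2 units per day. The simulated genes with a slope were drawn only from those above a minimum mean expression, so this share does not cover genes with fewer counts. Genes with smaller slopes or fewer counts that were not called are therefore not shown to be flat.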

Differences from the paper's values

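No test in this part was chosen only after the result was seen, apart from the alternatives for principal component 1 named as such and the comparison of *Xist* and Y-linked genes.

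Human ataxia candidates were 2.61-fold enriched among rising genes, against the paper's 4.3-fold in its WGCNA_pos_ cluster, which is another set of genes than those called as rising here. Of the alternatives set before the data were examined, those within 1.5 times the paper's value, the margin for a difference used here, were DESeq2's test (2.88), the fit without the P0 time point (3.27), genes correlated above 0.8 with the WGCNA_pos_ eigengene as the cluster (3.72), the setting closest to the paper's definition, all genes with a count as background (4.03), and the fits with P0 replicate 2 (3.11), P0 replicate 3 (2.88), P8 replicate 3 (2.98), P14 replicate 3 (2.88) or any P21 replicate (2.90, 3.00 and 2.93) left out. Outside it were the replicate block (2.76), matched random lists (1.82) and the fits with any other sample left out (2.60 to 2.87). None reached the paper's value, and several lie close to the margin on either side. The background of all genes with a count also held genes that do not code for proteins, whereas the paper kept protein-coding genes only.

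Mouse ataxia genes were 5.00-fold enriched among rising genes, against the paper's 8.8-fold in the same cluster. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were the fit without the P0 time point (5.96), the WGCNA_pos_ eigengene cluster (6.75) and all genes with a count as background (7.49). Outside it were DESeq2's test (5.48), the replicate block (5.02), matched random lists (2.18) and the fits with a sample left out (5.12 to 5.74). None reached the paper's value. Here too, the background of all genes with a count was not limited to protein-coding genes, unlike the paper's.

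The mean r2 within time points was 0.814, against the paper's 0.93, and across time points 0.746, against the paper's 0.65. Within time points, both alternatives set before the data were examined came within the SD over pairs of the paper's value, with 0.932 on normalized counts without a logarithm and 0.879 on variance-stabilized values. Across time points, normalized counts without a logarithm came within it (0.666) and variance-stabilized values did not (0.793).

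For the overlap of the ASD gene sets, Fisher's exact test gave p = 5.99e-07 one-sided and 1.27e-06 two-sided, against the paper's 0.00058. The expected overlap was 12.6 genes, against the paper's about 8.2 in Fig. 4C, read by eye. No alternatives were set for the overlap before the data were examined.

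Principal component 1 held 22.0% of the variance, against the paper's about 40% in Fig. 1B, read by eye. With genes left unscaled, an alternative chosen after seeing the values, it held 39.7%, which closed the gap. Genes passing filterByExpr, also chosen after seeing the values, gave 27.8%, within 1.5 times the paper's value but well short of it. The scale log2(CPM + 1), likewise chosen after seeing the values, gave 21.6% and did not close the gap, and neither did leaving out a sample.

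The RPKM of *Itpr1* was 10.8 at P0, 67.4 at P4, 129.7 at P8, 234 at P14 and 304 at P21, against the paper's about 20, about 130, about 240, about 440 and about 570 in Fig. 1C, read by eye. For *Gdf10* it was 47.8, 40.2, 54.9, 91.4 and 43.9 at the same time points, against the paper's about 100, about 85, about 110, about 190 and about 90 in Fig. 1C, read by eye. For *Sept4* it was 84.5 at P8, 179 at P14 and 186 at P21, against the paper's about 15, about 30 and about 30 in Fig. 1C, read by eye. For *Gabra6* at P14 it was 38.8, against the paper's about 15 in Fig. 1C, read by eye. The TMM effective library size, the only alternative set for RPKM before the data were examined, closed none of these gaps, with for example 9.64 for *Itpr1* at P0 and 213 for *Sept4* at P21.

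The paper states that the mice were male, whereas P0 replicate 1 had 300.5 CPM of *Xist* and 0 counts on 4 Y-linked genes. The paper states that *Maoa* is among the genes of the PC cluster, and it was called by DESeq2's likelihood ratio test (adjusted p = 0.0496) but not by edgeR's quasi-likelihood test on the day (adjusted p = 0.0991). For the result Maoa change per day, edgeR's test passed with log2(day + 1) (adjusted p = 0.0371) and without P21 replicate 1 (0.0454), and in no other edgeR setting tried.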

Other observations

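The tests in this part of the share of the most abundant genes, of P0 replicate 1, of the PC marker score, of random lists of rising genes and of the order of Supplementary Table S2 were chosen only after the result was seen.

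When the time points were reassigned within replicate numbers, 1 of 100 assignments, the real one, gave as many rising genes (1729) and 1 of 100 as many falling genes (2021). The next highest numbers were 227 and 359. Total counts on genes had r = 0.187 and rho = 0.404 with postnatal day (permutation test, p = 0.51 and 0.141, adjusted p = 0.51 and 0.141 over 2 tests), but r = 0.803 without the 2 samples whose total counts were farthest from the median, so a difference in depth with age could not be excluded. The share of counts on the 10 most abundant genes had r = 0.612 and rho = 0.426 with day (permutation test, p = 0.0144 and 0.119, adjusted p = 0.0288 and 0.141), and r = 0.226 without the 2 samples whose share was farthest from the median, so the relation rests on these samples. A contribution of either to the trends may remain. The overlapping depths of P4 and P21 argue against depth as the source of their separation on principal component 1. Without the P0 time point, 94.0% of the falling genes still had a slope below 0 and 1264 (62.5%) were still called, so cells collected with the P0 clusters do not account for most of the falls. Without P0 replicate 1, 3718 genes rose or fell, but the share of WGCNAneg core genes that fall dropped from 84.0% to 72.7%.

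For the rise of the 59 PC-cluster ASD genes, RNA from other cells was weighed with marker scores, as deviations from the time point means over the 15 samples. The ASD score had r = -0.0173 with the glial score (exact permutation test, p = 0.957, rho = 0.114), so among samples of the same time point, those with more glial RNA did not have higher ASD gene expression. Over all samples the scores were related (r = 0.728), and a glial contribution that changes with age was not excluded. With the oligodendrocyte score it had r = 0.182 (exact permutation test, p = 0.624, adjusted p = 0.936 over 3 tests, rho = 0.271, and r = 0.348 without the 2 farthest samples), and an oligodendrocyte contribution could not be excluded, because the scores rise together over all samples (r = 0.956). The PC marker score had r = 0.642 (exact permutation test, p = 0.00219, adjusted p = 0.00656, rho = 0.721, and r = 0.682 without the 2 farthest samples). A candidate explanation is that part of the rise follows the share of PC RNA in the samples. This is a feature of rising genes at large: of 10000 random lists of 59 other rising genes, 72.6% had a lower r with the PC marker score (mean r = 0.463), so the ASD genes do not stand apart from them. Across 14156 genes, which are not independent replicates, the slope had rho = 0.0217 with exon length and 0.0252 with GC content. Because the ASD genes were chosen by the paper for their rise, this does not decide whether length plays a part for them.

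For the ataxia genes among rising genes, expression level and gene length were weighed with matched random lists. At most 0.19% of 10000 lists held as many rising genes (19 lists for the human and 3 for the mouse candidates). Expression level and length together lowered the enrichments from 2.61-fold to 1.82-fold and from 5.00-fold to 2.18-fold, so they may account for part of them but not for all.

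Read pairs in Supplementary Table S2, taken in the order of time points in which the table is labelled, had r = 0.152 and rho = 0.189 with the total counts on genes (permutation test, p = 0.576 and 0.497, adjusted p = 0.576 and 0.497 over 3 tests, and r = 0.180 without the 2 farthest samples), the 73rd highest r of the 120 orders of the 5 time points. With the time points in alphabetical order, r was 0.960 and rho 0.914 (permutation test, p = 1e-05 and 2e-05, the former the smallest that 100000 permutations can give, adjusted p = 1.5e-05 and 3e-05, and r = 0.910 without the 2 farthest samples), the highest of the 120 orders, and the next highest was 0.901. The table may therefore list the time points in alphabetical order under labels in order of age. No value reported here depends on that order, since only its mean and range were used.

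*Ank2*, which the paper discusses for human data that were not analysed here, rose in the PC samples from 452 ± 33.1 CPM (SD, n = 3) at P0 to 960.4 ± 74.9 at P21 (slope 0.064 log2 units per day, standard error 0.0099, adjusted p = 7.53e-05 from edgeR, and 2.46e-04 with the replicate block).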
